# Deficiency of the lipid synthesis enzyme, DGAT1, extends longevity in mice

**DOI:** 10.18632/aging.100424

**Published:** 2012-01-29

**Authors:** Ryan S. Streeper, Carrie A. Grueter, Nathan Salomonis, Sylvaine Cases, Malin C. Levin, Suneil K. Koliwad, Ping Zhou, Matthew D. Hirschey, Eric Verdin, Robert V. Farese

**Keywords:** DGAT1, adipose tissue, longevity, triglycerides, calorie restriction

## Abstract

Calorie restriction results in leanness, which is linked to metabolic conditions that favor longevity. We show here that deficiency of the triglyceride synthesis enzyme acyl CoA:diacylglycerol acyltransferase 1 (DGAT1), which promotes leanness, also extends longevity without limiting food intake. Female DGAT1-deficient mice were protected from age-related increases in body fat, tissue triglycerides, and inflammation in white adipose tissue. This protection was accompanied by increased mean and maximal life spans of ~25% and ~10%, respectively. Middle-aged *Dgat1*^−/−^ mice exhibited several features associated with longevity, including decreased levels of circulating insulin growth factor 1 (IGF1) and reduced fecundity. Thus, deletion of DGAT1 in mice provides a model of leanness and extended lifespan that is independent of calorie restriction.

## INTRODUCTION

The amount of fat mass of an organism is emerging as key determinant in longevity. Too little or too much fat is associated with early mortality in rodents and humans, whereas leanness, intermediate with respect to these two extremes is associated with relative longevity, possibly reflecting an optimal amount of fat. The most effective intervention to promote leanness and increase lifespan is calorie restriction (CR) [1]. CR, with adequate nutrient intake, extends the lifespan of yeast, invertebrates (worm and fly) and mice [2-4], and is associated with favorable changes in energy metabolism [5]. However, CR requires markedly restricting food intake, which stimulates appetite and induces hunger, making CR difficult to maintain.

An alternative strategy for leanness is to limit the accumulation of body fat by activating energy expenditure. Although many interventions promote energy expenditure, we focus here on inhibiting acyl CoA:diacylglycerol acyltransferase 1 (DGAT1), which catalyzes the synthesis of triglycerides (TG) [6, 7]. We showed previously that male DGAT1-deficient (*Dgat1*^−/−^) mice have reduced adiposity associated with increased energy expenditure and normal-to-increased food intake [8, 9]. These mice also exhibit delayed intestinal fat absorption [10] and favorable metabolic changes, including enhanced insulin and leptin sensitivity [11, 12], resistance to diet-induced obesity, tissue steatosis, and glucose intolerance [8, 13]. Given these beneficial metabolic phenotypes, we hypothesized that DGAT1 deficiency protects against the metabolic consequences of aging and extends longevity. In this study, we examined lifespan and age-related changes in metabolism in female wild-type (WT) and *Dgat1*^−/−^ mice.

## RESULTS AND DISCUSSION

### *Dgat1*^−/−^ mice are protected against age-related metabolic changes

We compared energy balance in young and middle-aged female WT and *Dgat1*^−/−^ mice fed a chow diet (fat content 10%). Food intake [g/g lean body mass (LBM)/24h] was similar in young (3-4 month-old) and middle-aged (12-15 month-old) groups of WT and *Dgat1*^−/−^ mice, though it trended higher in *Dgat1*^−/−^ mice (Figure 1A). Oxygen consumption (ml/g LBM/h; average 48 h), a measure of energy expenditure, was similar in young mice of either genotype, but was higher in middle-aged *Dgat1*^−/−^ mice (Figure 1B). This increase was present during both the light and dark cycles (data not shown). Although young WT and *Dgat1*^−/−^ mice had similar body weights (Figure 1C), the greater energy expenditure in *Dgat1*^−/−^ mice was associated with ~10% less body weight by 9 months of age that is sustained through middle age (Figure 1C).

**Figure 1:**
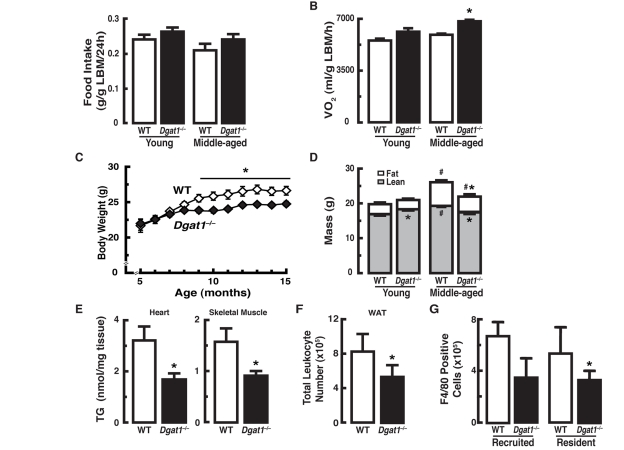
Female *Dgat1*^−/−^ mice have increased energy expenditure and are protected from changes in body composition associated with age (**A**) Normal food intake and (**B**) increased oxygen consumption in middle-aged *Dgat1*^−/−^ mice (n = 11-12/genotype). (**C**) Reduced body weight and (**D**) fat mass in *Dgat1*^−/−^ mice. Body weight was measured monthly in mice from the aging cohort (n = 30/genotype). Total body mass is expressed as fat and lean mass composition for young and middle-aged groups (n = 11-12/genotype). “Young” and “Middle-aged” refer to ages 3-4 months (mo) and 12-13 mo, respectively (*p < 0.05 *vs.* WT. ^#^*p* <0.05 vs. same genotype, different age). (**E**) Reduced levels of triglycerides in heart and gastrocnemius from middle-aged (15 mo) female mice [*p < 0.05 *vs.* wild-type (WT); n = 8-13]. The inguinal fat pads from *Dgat1*^−/−^ mice have fewer F4/80-positive (**F**) total leukocytes and (**G**) macrophages. (*p < 0.05 *vs.* WT; n = 5). F4/80-positive cells were separated into two populations, dim and bright, predicted to be the recruited and the resident macrophages, respectively [35]. Values are reported ± SEM.

Although bone mineral density (BMD), bone mineral content (BMC), and fat mass were similar in young mice of either genotype (Supplemental Figures 1A and B, and Figure 1D), lean mass was higher in young *Dgat1*^−/−^ mice (Figure 1D). In middle-aged WT mice, BMD, BMC (Supplemental Figures 1A and B) and lean and fat masses were increased compared to young WT mice (Figure 1D). In contrast, middle-aged *Dgat1*^−/−^ mice showed no increases in BMD, BMC (Supplemental Figures 1A and B) or lean mass and had smaller increases in fat mass (Figure 1D). In agreement with the lower fat mass and bone density, serum leptin levels were lower in middle-aged *Dgat1*^−/−^ mice than in WT controls (Supplemental Figure 1C).

The reduced fat mass of *Dgat1*^−/−^ mice was not confined to white adipose tissue (WAT), as middle-aged *Dgat1*^−/−^ mice also exhibited a ~40-50% lower levels of triglyceride (TG) in heart and skeletal muscle (Figure 1E). Liver TG content also trended lower in middle-aged *Dgat1*^−/−^ mice (~20%, *p* = 0.059, data not shown). TG accumulation in tissues can be associated with tissue inflammation, which has been identified as a signature of aging [14-16]. Indeed, despite the relatively low baseline of inflammation in mice fed a chow diet, the reduced adiposity seen in *Dgat1*^−/−^ mice was associated with fewer total leukocytes in inguinal fat (Figure 1F). This decrease was due, at least in part, to a reduction in the number of recruited and resident macrophages (F4/80-positive cells; Figure 1G). Of note, the weights of inguinal fat pads were essentially undistinguishable between the groups, consistent with our previous findings in non-pregnant *Dgat1*^−/−^ females [17]. Together, these data show that increased energy expenditure and reduced adiposity in middle-aged *Dgat1*^−/−^ mice is associated with less inflammation in the WAT.

### Female *Dgat1*^−/−^ mice have an extended lifespan

We next determined if the leanness and reduction in age-related metabolic consequences in *Dgat1*^−/−^ miceaffected their longevity. Remarkably, the average lifespan in female *Dgat1*^−/−^ mice was ~5-6 months (~25%) longer than that for WT mice (Figure 2 and Table 1). The maximal and minimal lifespan (calculated as the mean of the oldest or youngest 10% of mice within a genotype) of *Dgat1*^−/−^ mice were also extended by ~3 and 6 months, respectively (Table 1; *p* < 0.0001).

**Figure 2:**
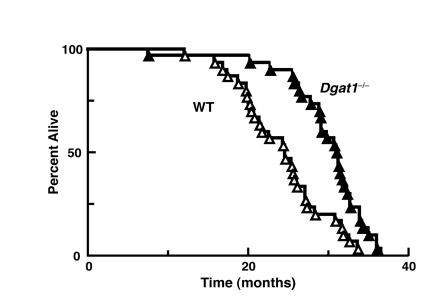
Extended longevity in female *Dgat1*^−/−^ mice Survival curves for female wild-type and *Dgat1*^−/−^ mice (n=30 per genotype). Further analysis of the data is summarized in Table 1.

**Table 1:** Comparative survival characteristics of female wild-type and *Dgat1*^−/−^ mice Oldest (youngest) 10% are the mean life span of the longest (or shortest) living 10% of animals within a genotype. Values are reported ±SEM, where appropriate (* *p*< 0.0001 *vs.* WT; n=30/genotype).

	Lifespan (days)				
	Mean	Median	Min-Max	Oldest 10%	Youngest 10%
**WT**	749 ± 32	746	480 - 1030	1014 ± 15	505 ± 54
***Dgat1*^−/−^**	920 ± 33*	942*	602 - 1114	1103 ± 7*	685 ± 62*
**% Increase**	23	26		9	11

The extended longevity of female *Dgat1*^−/−^ mice was accompanied by factors that correlate with lifespan extension. Diminished insulin-like growth factor-1 (IGF-1)/insulin signaling can promote longevity in worms, flies and mice [5, 18-21]. Serum IGF-1 levels were similar in young WT and *Dgat1*^−/−^ mice, but were ~30% lower in middle-aged *Dgat1*^−/−^ mice than in WT controls (Figure 3A). Although fasting levels of blood glucose trended higher in young *Dgat1*^−/−^ mice and were significantly higher with age than in WT controls (data not shown), serum insulin levels (Figure 3B) and glucose tolerance (Supplemental Figure 2A) were similar in both groups of middle-aged *Dgat1*^−/−^ mice. This likely suggests that there were not large differences in insulin sensitivity. These findings in middle-aged, female mice contrast with those of young, male *Dgat1*^−/−^ mice [11], which are more insulin-sensitive, suggestive of a possible sexual dimorphism for this aspect of the DGAT1 deficiency phenotype.

**Figure 3:**
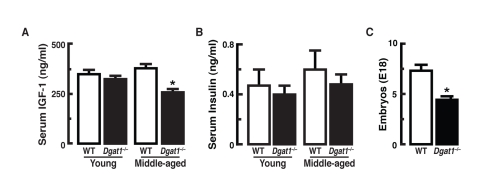
Longevity-related parameters in female *Dgat1*^−/−^ mice (**A**) Reduced serum IGF-1 levels in middle-aged *Dgat1*^−/−^ mice (*p*< 0.05; n= 9-10). (**B**) Similar serum insulin levels observed in young and middle-aged WT and *Dgat1*^−/−^ mice (n= 8-13). (**C**) Reduced fecundity in female *Dgat1*^−/−^ mice (*p<0.005; n= 11 litters/genotype). “Young” and “Middle-aged” refer to ages 3–4 mo and 14–16 mo, respectively. Values are reported ± SEM.

Reduced fecundity also correlates with lifespan extension [22, 23]. We observed that *Dgat1*^−/−^ females had an average litter size of 3.8 pups compared with 7.4 pups for WT (Figure 3C). This observation is consistent with previous studies demonstrating an inverse relationship between reproduction and longevity [24].

### DGAT1 deficiency mimics some but not all aspects of calorie restriction

The finding that DGAT1 deficiency, like CR, extends longevity in mice prompted us to perform a more detailed phenotypic comparison of DGAT1-deficient mice with those subjected to CR. Beyond lifespan extension, many aspects of *Dgat1*^−/−^ mice (e.g., reduced adiposity, non-adipose tissue TG, tissue inflammation, bone density, fecundity, and decreased serum leptin and IGF1 levels) are similarly seen in CR [1, 5, 15, 19, 23, 25]. However, there were also notable physiological differences. First, *Dgat1*^−/−^ mice ate as much or more than WT mice (Figure 1A). In addition, hepatic mitochondrial biogenesis and function are increased during CR [26], possibly to reduce oxidative stress, but we found that mitochondrial DNA and citrate synthase activity were similar in the livers of middle-aged WT and *Dgat1*^−/−^ mice (Supplemental Figure 2B and C).

To further investigate the changes in response to CR and DGAT1 deficiency, we performed whole-genome microarray and pathway analyses on liver samples of WT mice fed a calorie restricted diet and *Dgat1*^−/−^ mice fed *ad libitum*. Middle-aged female WT mice were subjected to short-term CR (WTCR), in which intake was restricted by 25% for 2 weeks and 50% for the following 2 weeks (achieving ~3 g of weight loss every 2 weeks), while female middle-aged *Dgat1*^−/−^ mice were fed *ad libitum* (*Dgat1*^−/−^AL). 

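Liver RNA of 9 female mice aged 15 to 16 months was measured on Affymetrix Mouse Gene 1.0 ST arrays, with 1 mouse per array and 3 mice in each of the WTAL, WTCR and *Dgat1*-/-AL groups. *Dgat1* encodes an enzyme of the last step of triglyceride synthesis. Its log2 signal was 6.14, 5.84 and 5.39 in the 3 *Dgat1*-/-AL arrays and 8.89, 8.76 and 8.56 in the 3 WTCR arrays. In the WTAL group it was 7.86 and 8.04 in replicates 1 and 3 but 5.67 in the array labelled WTAL replicate 2, which lies among the *Dgat1*-/-AL arrays and goes against its label. The quantitative RT-PCR of Supplemental Figure 3 runs in the same direction as the arrays, with *Dgat1* mRNA higher in WTCR and lower in *Dgat1*-/-AL, and does not settle which liver that array holds.

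The values used are the log2 signals that the authors made with RMA, which corrects for background, quantile-normalizes the arrays and summarizes the probes of each probe set. All 28815 probe sets were kept, of which 21780 carried 1 gene symbol, and no filter on low signals was applied. For each probe set, limma fitted 1 mean per group and 1 spread over the 9 arrays. A probe set was called higher or lower at a fold over 1.3 and an unadjusted p under 0.05, the rule of the Figure 4 legend, and p was also adjusted for all probe sets by the Benjamini-Hochberg method. The first principal component, with 35.5% of the variance, set the 3 WTCR arrays (scores 26.0 to 30.4) apart from the other 6 (-20.6 to -10.2). The second, with 26.4%, set *Dgat1*-/-AL replicate 1 (-42.1) apart from all other arrays (-15.9 to 15.3). The median SD between mice of a group was 0.0970 for WTAL, 0.104 for WTCR and 0.124 for *Dgat1*-/-AL on the log2 scale, and the small number of arrays limits the precision of every value.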

To identify genes whose mRNA levels were significantly altered, both groups were compared with WT controls fed *ad libitum* (WTAL).

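Among the genes drawn in Supplemental Figure 3, *Lpin1*, a phosphatidate phosphatase of triglyceride synthesis, was 4.85-fold higher in WTCR than in WTAL livers (log2 fold change 2.28 ± 0.19, SE, n = 3 mice per group, adjusted p = 0.0019 from limma). *Dbp*, a transcription factor under control of the circadian clock, was higher by 2.24 ± 0.33 (adjusted p = 0.015). *Dio1*, the deiodinase that activates thyroid hormone, was 6.62-fold lower (-2.73 ± 0.45, adjusted p = 0.020), and *Nfil3*, a repressor of the same promoters that *Dbp* activates, was lower by a log2 fold change of -2.00 ± 0.30. In *Dgat1*-/-AL livers these 4 genes gave log2 fold changes of -0.05 (*Lpin1*), -0.16 (*Dbp*), 0.35 (*Dio1*) and 0.31 (*Nfil3*), none past the rule, and each differed between WTCR and *Dgat1*-/-AL when these were compared directly (adjusted p = 0.0020 to 0.013). *Ifi27*, an interferon-induced gene, was lower in both groups, by -0.96 ± 0.16 in WTCR (adjusted p = 0.023) and by -0.79 ± 0.16 in *Dgat1*-/-AL (adjusted p = 0.96). Its probe set is the one that Supplemental Table 1 lists under this symbol, which the array annotation now names *Ifi27l2a*. *Dgat2*, which encodes the other DGAT enzyme, had log2 fold changes of 0.06 ± 0.18 in WTCR and 0.02 ± 0.18 in *Dgat1*-/-AL and was not called in either.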

A subset of genes with altered mRNA levels was validated by quantitative RT-PCR (Supplemental Figure 3). Among these validated genes, we found that DGAT1 expression was up-regulated ~twofold in response to CR. 

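*Dgat1* mRNA was 2.92-fold higher in WTCR than in WTAL livers (log2 fold change 1.55 ± 0.55, SE, n = 3 mice per group). In *Dgat1*-/-AL livers it was 2.65-fold lower (-1.4 ± 0.55). The calls rest on the unadjusted limma p, since the adjusted p was 0.21 for WTCR and 0.97 for *Dgat1*-/-AL. Compared directly, WTCR exceeded *Dgat1*-/-AL by 2.95 (adjusted p = 0.029). The gene has 1 probe set on the array, and its probes may lie in a part of the transcript that remains in the mutant allele.

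Each direction against WTAL is drawn in part from the array labelled WTAL replicate 2, whose *Dgat1* signal goes against its label. Without it, *Dgat1* was 1.73-fold higher in WTCR (0.79) and lower by -2.17 in *Dgat1*-/-AL, and both calls held. The WTCR call ended without WTCR replicate 1 (1.47) or 2 (1.54), and the *Dgat1*-/-AL call ended without WTAL replicate 1 (-1.07) or 3 (-0.98), without *Dgat1*-/-AL replicate 2 (-1.43) or 3 (-1.21), or with the WTCR arrays left out of the model (-1.41).

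**Figure D1:**
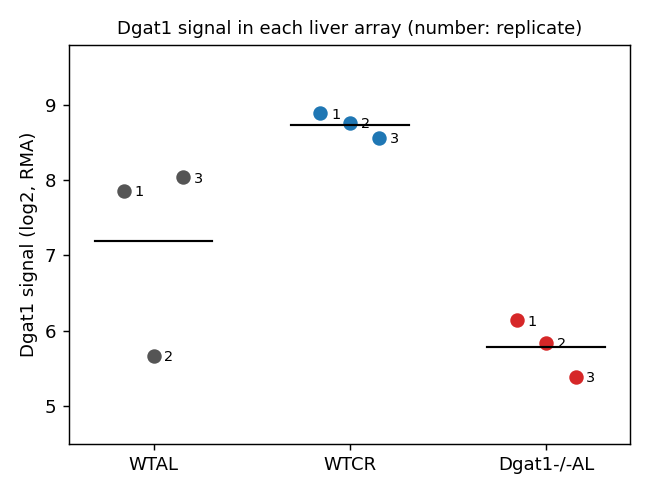
Log2 *Dgat1* signal after RMA (y axis) of each of the 9 liver arrays by group (x axis), with the replicate number beside each point and the group mean as a line. The array labelled WTAL replicate 2 lies at 5.67, among the *Dgat1*-/-AL arrays.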

Overall, nearly seven times as many genes were altered with CR than in *Dgat1*^−/−^AL (Figure 4 and Supplemental Table 1), suggesting that CR and DGAT1 deficiency alter physiology and promote lifespan extension in different ways. 

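In WTCR livers 1224 probe sets were higher and 1098 lower than in WTAL, against 134 higher and 219 lower in *Dgat1*-/-AL livers, a ratio of 6.58 between the totals of 2322 and 353. Residuals were reassigned among the arrays at random, so that no group differed. A comparison then called a median of 360 probe sets (307 to 406 in 100 draws), and the 353 lie within that range. With whole arrays reassigned instead, the median was 188 and the highest 2722, so the 353 lie above that median and below the highest. The WTCR total of 2322 was reached by 3 of these 100 draws. The genes that rose most with CR included *Rgs16*, a regulator of G protein signaling (log2 fold change 2.80 ± 0.40, SE, n = 3 mice per group), *Usp2*, a deubiquitinase (2.70 ± 0.12, adjusted p = 0.00014), *Ciart*, a repressor in the circadian clock (2.52 ± 0.19, adjusted p = 0.0013, with 3.37 ± 0.33 at another probe set), *Cyp26a1*, which degrades retinoic acid (2.35 ± 0.41), and the clock gene *Per1* (2.15 ± 0.15). Those that fell most included *Mup3*, a major urinary protein (-2.78 ± 0.20, adjusted p = 0.0013), the interferon-induced *Ifit1* (-2.69 ± 0.33), *Eci3*, an enzyme of fatty acid oxidation (-2.37 ± 0.60), and *Ccnd1*, which encodes cyclin D1 (-2.03 ± 0.18). Among genes higher in all 3 *Dgat1*-/-AL arrays than in any WTAL array, *Serpina7*, a plasma carrier of thyroid hormone, changed most (2.04 ± 0.53), followed by genes such as *Prg4*, a secreted proteoglycan (1.40 ± 0.29), *Bcl6*, a transcriptional repressor (0.86 ± 0.23), and *Stab1*, a scavenger receptor of sinusoidal endothelium (0.85 ± 0.23). Between WTCR and *Dgat1*-/-AL themselves 2475 probe sets differed, 1344 of them higher in WTCR.

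At an adjusted p under 0.05 limma called 467 probe sets higher and 405 lower in WTCR and 0 in *Dgat1*-/-AL, where 1316 had an unadjusted p under 0.05 against the 1441 that make up 5% of all probe sets. The *Dgat1*-/-AL counts at the rule depend on single arrays: they were 309 higher and 354 lower without *Dgat1*-/-AL replicate 2, at a ratio of 3.49, 250 higher without *Dgat1*-/-AL replicate 1 and 368 lower without the array labelled WTAL replicate 2. The 1316 depend on them too. Without *Dgat1*-/-AL replicate 1 or 2 there were 2048 and 1654, above the 1441. Without any other array there were 1086 to 1403. An adjusted p under 0.05 was reached by 0 probe sets in each of these fits. From the larger number of genes altered with CR, the paper proposes that CR and the loss of DGAT1 act on physiology and lifespan by different routes. Among 16 clock genes, 10 were higher and 1 lower in WTCR, and 0 were called in *Dgat1*-/-AL. Another time of day or of feeding at tissue collection in WTCR cannot be told apart from CR here. How much it could add to the WTCR counts and the ratio was not tested.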

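Among the probe sets called in both comparisons, 29 were higher and 90 lower in WTCR as well as in *Dgat1*-/-AL than in WTAL livers, and 27 went opposite ways. *G0s2*, which encodes an inhibitor of the adipose triglyceride lipase, was lower by a log2 fold change of -1.33 ± 0.21 in WTCR and -0.96 ± 0.21 in *Dgat1*-/-AL (SE, n = 3 mice per group). *Id3*, an inhibitor of helix-loop-helix transcription factors, was lower by -1.19 ± 0.24 and -1.13 ± 0.24, and *Onecut1*, a hepatocyte transcription factor, by -0.75 ± 0.17 and -0.86 ± 0.17. The adjusted p of these 3 genes was 0.018 to 0.049 in WTCR and 0.96 in *Dgat1*-/-AL. *Vaultrc5*, a vault RNA, was lower by -1.97 ± 0.29 in WTCR and -0.70 ± 0.29 in *Dgat1*-/-AL, the latter call ending in 6 of 9 fits that left out 1 array (-0.91 to -0.40, all but those without WTCR replicate 1 or 2 or *Dgat1*-/-AL replicate 2).

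Both comparisons subtract the same 3 WTAL arrays, one of them the array labelled WTAL replicate 2 whose *Dgat1* signal goes against its label. When the residuals of each probe set were reassigned among the arrays at random, so that no group differed, a median of 33 probe sets (21 to 45 in 100 draws) came out higher in both and 40 (28 to 54) lower in both. When whole arrays were reassigned instead, the medians were 7 and 7, and 26 and 12 of 100 draws reached the observed 29 and 90. Across probe sets, which are not independent replicates, the log2 fold changes of the 2 comparisons had a Pearson r of 0.25, against 0.502 (0.473 to 0.523) in the first kind of draw; their covariance, which changes in only 1 comparison do not dilute, was 0.0099 against 0.0113 (0.0105 to 0.0121), with 0.0083 from the spread of the WTAL arrays alone, and 55 of 100 draws of whole arrays reached it. The shared counts were 55 higher and 163 lower without the array labelled WTAL replicate 2, and 76 and 138 without *Dgat1*-/-AL replicate 2. Without the former array the covariance was 0.0183, with 0.0135 from the spread of the other WTAL arrays alone. The first kind of draw did not keep WTCR and *Dgat1*-/-AL arrays of the same replicate number together. Those arrays deviated together (r = 0.477, 0.252 and 0.211), so that kind of draw leaves out any overlap that comes from such pairs.

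**Figure D2:**
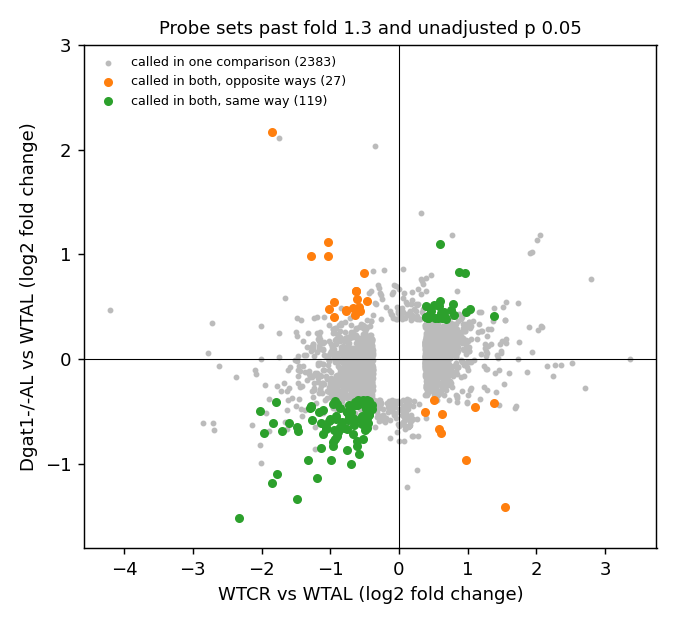
Log2 fold change of each called probe set in WTCR against WTAL (x axis) and in *Dgat1*-/-AL against WTAL (y axis). Green points are the 119 called the same way in both, orange points the 27 called opposite ways and gray points those called in 1 comparison.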

Still, we discovered a relatively small subset of about 100 commonly up- or down-regulated genes (Figure 4, Supplemental Table 1). These genes are of potential interest since they might point to common pathways that promote murine longevity. 

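Of 26 measured interferon-stimulated genes 22 fell in WTCR livers, among them *Gbp3*, a guanylate-binding protein (log2 fold change -1.63 ± 0.21, SE, n = 3 mice per group), and *Irgm1*, an immunity-related GTPase (-1.24 ± 0.14). In *Dgat1*-/-AL livers 4 of them were lower, with *Psmb8*, an immunoproteasome subunit, at -0.64 ± 0.16 there and -1.05 ± 0.16 in WTCR. Of 8 genes of MHC class II presentation 4 were lower in WTCR and 3 in *Dgat1*-/-AL, and *H2-Ab1* gave -1.60 ± 0.17 and -0.60 ± 0.17. Of 22 macrophage and Kupffer cell markers 11 were lower and 1, the scavenger receptor *Cd163* (0.80 ± 0.26, a call that ended without WTAL replicate 3 or WTCR replicate 3, at 0.57 to 1.01 over all 9 arrays), higher in WTCR, and 8 were lower in *Dgat1*-/-AL; the Kupffer cell lectin *Clec4f* gave -0.76 ± 0.14 and -0.50 ± 0.14. Of 16 B cell and plasma cell markers 4 were lower in WTCR, among them *Cd79b* of the B cell receptor (-0.49 ± 0.09), and 1 in *Dgat1*-/-AL. Of 14 genes of cholesterol synthesis 8 were lower in WTCR and 7 in *Dgat1*-/-AL.

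At an adjusted p under 0.05 over all probe sets 13 interferon-stimulated genes were lower in WTCR (23 when adjusted over the list alone) and 0 in *Dgat1*-/-AL (0 over the list alone, and 4 at the unadjusted rule). Adjusted over the list alone, 6 genes of class II presentation, 11 macrophage markers, 3 B cell markers and 4 cholesterol genes were lower in WTCR, and 6 cholesterol genes in *Dgat1*-/-AL; the cholesterol list is drawn from Supplemental Figure 4, which the study chose on these samples, so its counts are not independent evidence. Tested as sets with camera against all other genes, the 5 lists were lower in WTCR (adjusted p = 3.54e-22 for interferon, 3.62e-07 for class II and for macrophages, 0.00123 for B cells and 5.36e-06 for cholesterol) and in *Dgat1*-/-AL (4.00e-06, 0.0396, 8.54e-10, 0.0034 and 8.54e-10, in the same order). With an estimated correlation between genes none passed: in WTCR the adjusted p was 0.0888, 0.0888, 0.366, 0.0888 and 0.303, and in *Dgat1*-/-AL it was 0.445, 0.445, 0.445, 0.232 and 0.423. Compared directly, 19 interferon-stimulated genes and 4 class II genes were lower in WTCR than in *Dgat1*-/-AL (adjusted p = 2.75e-13 and 8.51e-06 from camera, 0.154 for both with an estimated correlation), and the camera test between the groups was not passed by the other 3 lists (adjusted p = 0.371 for macrophages, 0.252 for B cells and 0.713 for cholesterol). Leaving out 1 array moved the number of genes lower in *Dgat1*-/-AL to between 1 and 9 for interferon (1 without *Dgat1*-/-AL replicate 3), 1 and 3 for class II (1 without WTAL replicate 1 or 3 or *Dgat1*-/-AL replicate 2 or 3), 4 and 14 for macrophages and 4 and 9 for cholesterol, and the cholesterol count in WTCR to between 4 and 9. The class II shift in *Dgat1*-/-AL was lost in 6 of 9 fits that left out 1 array (adjusted p = 0.0527 to 0.245), those without WTAL replicate 1 or 3, WTCR replicate 1 or 2, or *Dgat1*-/-AL replicate 2 or 3. Mean macrophage signal was -0.33 from the WTAL mean in WTAL replicate 1, and mean cholesterol signal -0.25 in the array labelled WTAL replicate 2, where *Dgat1* goes against the label.

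**Figure D3:**
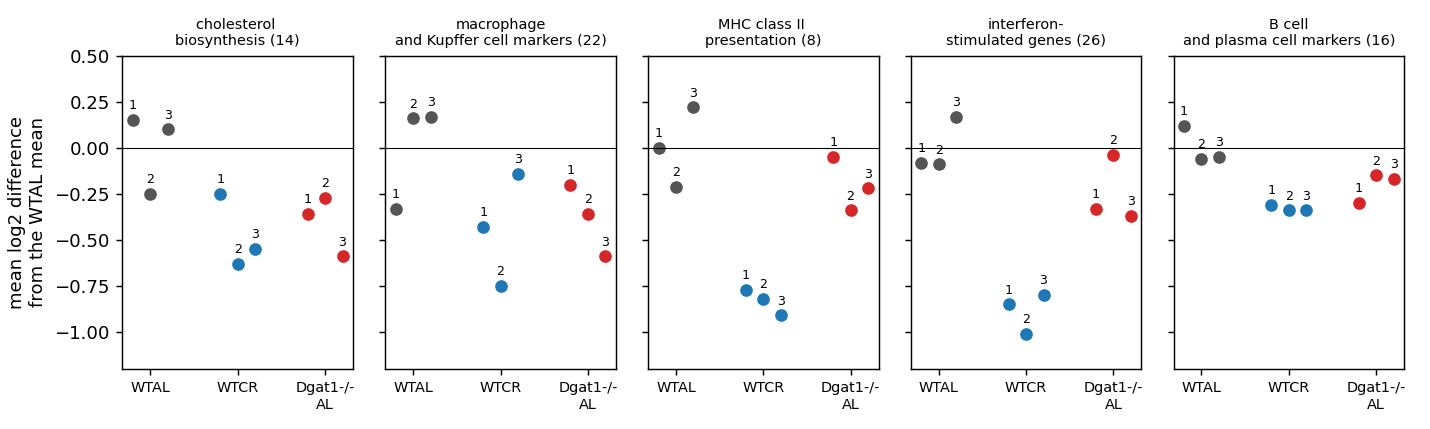
Mean log2 difference from the WTAL mean (y axis) of the measured genes of each list in each of the 9 arrays, by group (x axis). Each point is 1 array with its replicate number beside it, and the line at 0 is the WTAL mean. The WTCR arrays and the *Dgat1*-/-AL arrays all lie below that line in each of the 5 lists. Single WTAL arrays lie below it too and reach another group in every list but B cells. The array labelled WTAL replicate 2 lies at -0.09 for interferon (*Dgat1*-/-AL replicate 2 at -0.04). For class II it lies at -0.21 (*Dgat1*-/-AL replicate 1 at -0.05) and for cholesterol at -0.25 (WTCR replicate 1 at -0.25). For macrophages WTAL replicate 1 lies at -0.33 (WTCR replicate 3 at -0.14).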

Notably, both CR and DGAT1 deficiency caused significant down-regulation of immune/inflammation response and cholesterol biosynthesis pathways (Figure 4, clusters C4 and C5). 

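*Emr1*, now named *Adgre1*, encodes the macrophage surface protein F4/80; it was 2.19-fold lower in WTCR (log2 fold change -1.13 ± 0.27, SE, n = 3 mice per group) and 1.80-fold lower in *Dgat1*-/-AL (-0.85 ± 0.27) than in WTAL livers. The chemokines *Ccl5* and *Ccl3* were lower by -0.92 ± 0.20 and -0.47 ± 0.15 in WTCR and by -0.54 ± 0.20 and -0.56 ± 0.15 in *Dgat1*-/-AL. *C1qa*, a chain of complement C1q, was lower by -0.53 ± 0.19 and -0.61 ± 0.19. *Fabp5*, a fatty acid-binding protein, was 3.41-fold lower in WTCR (-1.77 ± 0.32) and 2.14-fold lower in *Dgat1*-/-AL (-1.10 ± 0.32) at the probe set of Supplemental Table 1, with -1.84 ± 0.30 and -1.18 ± 0.30 at another, and *Igj*, now *Jchain*, which joins polymeric immunoglobulins, was lower by -2.32 ± 0.49 and -1.51 ± 0.49. The B cell chemokine *Cxcl13* was lower by -1.48 ± 0.56 and -1.33 ± 0.56.

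The adjusted p from limma was 0.026 for *Fabp5* and 0.042 for *Igj* in WTCR, 0.053 to 0.24 for the other 5 genes there, and 0.97 for all 7 in *Dgat1*-/-AL; none passed the rule between WTCR and *Dgat1*-/-AL, with differences from -0.81 to 0.09. Leaving out 1 array ended the *Dgat1*-/-AL calls of *Adgre1* (WTAL replicate 3, the array labelled WTAL replicate 2, or *Dgat1*-/-AL replicate 3; -1.16 to -0.64 over all 9), *Ccl5* (WTAL replicate 3 or any *Dgat1*-/-AL array; -0.74 to -0.27) and *Cxcl13* (any array but WTAL replicate 1; -1.93 to -0.59), and the WTCR calls of *C1qa* (the array labelled WTAL replicate 2, WTAL replicate 3 or WTCR replicate 2; -0.75 to -0.42), *Ccl3* (WTAL replicate 3 or WTCR replicate 3; -0.58 to -0.36) and *Cxcl13* (WTCR replicate 1 or 2; -2.08 to -0.74).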

Although several genes involved in inflammation and immune responses were similarly regulated (*Emr1, Ccl5, C1qa and Ccl3*; Supplemental Table 1), the most highly down-regulated transcripts were *Fabp5, Igj* and *Cxcl13* (Supplemental Table 1). These findings are consistent with the decreased levels of markers of inflammation in WAT of middle-aged *Dgat1*^−/−^ mice (Figure 1F and G). Both WTCR and *Dgat1^−/−^AL* mice showed down-regulation of genes involved in the cholesterol biosynthesis pathway (*Fdft1*, *Fdps*, *Hmgcs1, Mvd*, and *Sqle*; Supplemental Figure 4), a finding that was also observed in the livers of long-lived Snell dwarf (*Pit1^dw/dwJ^*) and ribosomal protein S6 kinase 1 knockout mice *(S6K1*^−/−^) mice [27, 28]. Furthermore, circulating levels of total cholesterol were ~35% lower in middle-aged female *Dgat1*^−/−^ mice than WT controls (39 ± 3 vs. 61 ± 5 mg/dL in WT; *p* < 0.01). 

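*Hmgcs1*, which makes HMG-CoA at the entry of the pathway, was 2.41-fold lower in WTCR than in WTAL livers (log2 fold change -1.27 ± 0.20, SE, n = 3 mice per group, adjusted p = 0.018 from limma) and 1.49-fold lower in *Dgat1*-/-AL (-0.58 ± 0.20). *Mvd*, the decarboxylase that makes isopentenyl diphosphate, was lower by -0.97 ± 0.18 in WTCR (adjusted p = 0.029) and -0.83 ± 0.18 in *Dgat1*-/-AL. *Fdps*, which makes farnesyl diphosphate, was lower by -0.47 ± 0.18 and -0.66 ± 0.18, and *Fdft1*, the squalene synthase, by -0.40 ± 0.15 and -0.47 ± 0.15, with -0.32 (not called) and -0.45 at another probe set. *Sqle*, the squalene epoxidase, was lower by -0.44 ± 0.15 and -0.52 ± 0.15. *Hmgcs1* was lower in WTCR than in *Dgat1*-/-AL when these were compared directly (-0.69 ± 0.20, adjusted p = 0.12), and the other 4 did not pass the rule between them.

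In *Dgat1*-/-AL the adjusted p was at least 0.96 for all 5. The *Mvd* calls held without any 1 array. Leaving out 1 array ended the WTCR calls of *Fdps* (WTAL replicate 1 or 3 or any WTCR array; -0.65 to -0.34 over all 9), *Fdft1* and *Sqle* (each WTAL replicate 1 or 3 or WTCR replicate 2 or 3; -0.53 to -0.27 and -0.53 to -0.36), and the *Dgat1*-/-AL calls of *Hmgcs1* (WTAL replicate 1 or 3 or *Dgat1*-/-AL replicate 1 or 3; -0.75 to -0.45), *Fdft1* (WTAL replicate 1; -0.58 to -0.35) and *Sqle* (*Dgat1*-/-AL replicate 3; -0.62 to -0.34).

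**Figure D4:**
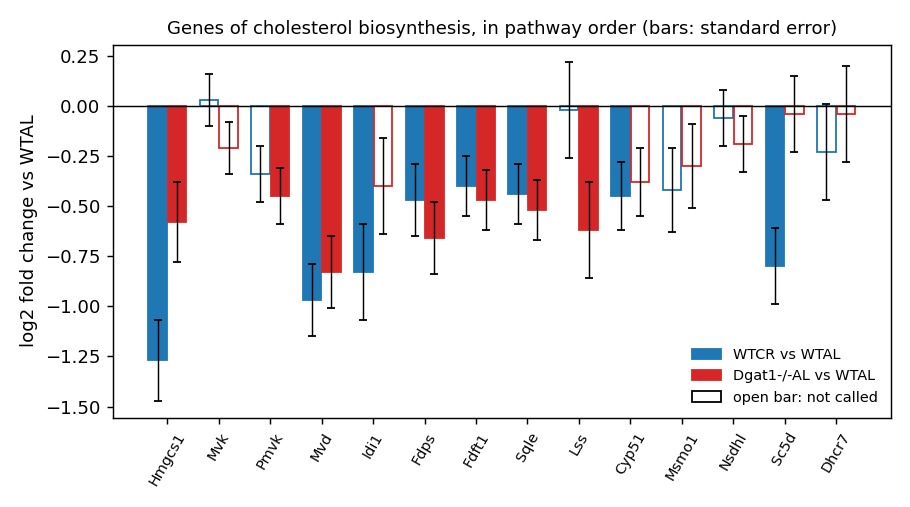
Log2 fold change against WTAL (y axis) of the 14 measured genes of the pathway in the order of the reactions (x axis), in WTCR (blue) and in *Dgat1*-/-AL (red) livers. Error bars are standard errors from limma with n = 3 mice per group; filled bars passed the rule and open bars did not.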

Of note, DGAT1 deficiency in apolipoprotein E-deficient mice decreases cholesterol absorption, blood cholesterol, and foam cell formation, resulting in protection from atherosclerosis [29]. Thus, DGAT1 deficiency, like CR, may promote favorable changes in lipid metabolism that promote extended lifespan.

**Figure 4:**
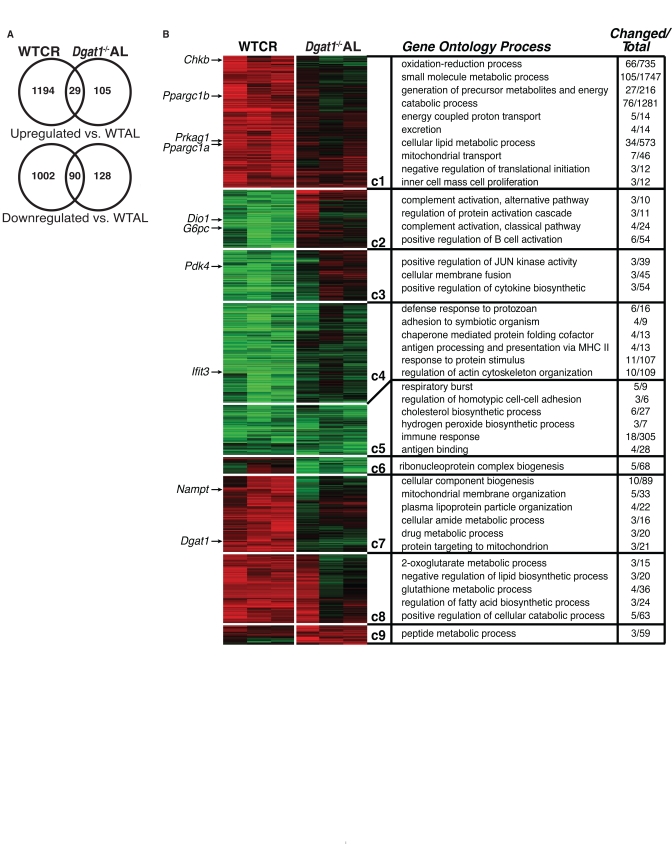
Comparative gene expression and pathway analysis of calorie restricted and *Dgat1*-deficient female mice (**A**) Differentially expressed genes (fold>1.3, non-adjusted t-test *p*<0.05) in the livers of WT calorie restricted (WTCR) *vs.* WT ad libitum mice (WTAL) compared to *Dgat1*^−/−^ ad libitum (*Dgat1*^−/−^ AL) *vs.* WTAL. (**B**) Gene-expression profiles (vertical axis) and biological replicates (horizontal axis) are shown in the context of the HOPACH cluster map. Ordered root HOPACH clusters (C1-9) represent significantly up-regulated (red) or down-regulated (green) genes relative to WTAL (WTAL data excluded). Over-represented cluster Gene Ontology and pathway terms (GO-Elite) are shown for the top-ranking distinct processes based on a permuted *p*-value. *Dgat1* and genes previously associated with CR are indicated by an arrow next to the location of the corresponding gene probe set in the cluster map.

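Of the 10 marked genes 9 have their own probe set on the array and were all called in WTCR against WTAL, 5 of them higher and 4 lower; the other was not analysed here. *Ppargc1a*, the coactivator of mitochondrial biogenesis, was 2.01-fold higher (log2 fold change 1.01 ± 0.17, SE, n = 3 mice per group), and its paralog *Ppargc1b* was higher by 0.51 ± 0.15. *Nampt*, an enzyme of NAD synthesis, was higher by 0.92 ± 0.15 and *Prkag1*, a subunit of the AMP-activated kinase, by 0.64 ± 0.10. The interferon-induced *Ifit3* was lower by -1.95 ± 0.20. *G6pc*, the glucose 6-phosphatase, was lower by -1.42 ± 0.34 and *Pdk4*, the kinase that restrains pyruvate dehydrogenase, by -0.72 ± 0.24. *Dio1* was also lower and *Dgat1* higher, the latter against WTAL arrays of which the one labelled replicate 2 goes against its label. In *Dgat1*-/-AL *Dgat1* alone passed the rule, and the log2 fold changes of the first 7 were 0.17 (*Ppargc1a*), 0.11 (*Ppargc1b*), -0.30 (*Nampt*), 0.06 (*Prkag1*), -0.24 (*Ifit3*), 0.38 (*G6pc*) and 0.10 (*Pdk4*).

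All 9 differed between WTCR and *Dgat1*-/-AL when these were compared directly at the rule, *Nampt* by 1.22 with an adjusted p of 0.0089 from limma, while the direct call of *Ppargc1b* (0.40) ended without WTCR replicate 1 or 2 or *Dgat1*-/-AL replicate 2 or 3 (0.27 to 0.59 over all 9 arrays). The adjusted p in WTCR was 0.0065 for *Ifit3*, 0.015 for *Prkag1*, 0.021 for *Nampt* and 0.022 for *Ppargc1a*, and 0.066 to 0.18 for *G6pc*, *Ppargc1b* and *Pdk4*. The *Pdk4* call ended without WTAL replicate 1 or 3 or WTCR replicate 2 (-0.99 to -0.56 over all 9 arrays). They are marked on a map of the probe sets altered in these livers, so their count is not independent evidence. The 9 genes had a median of 0.51 but a mean of -0.24, and camera did not call them as a set (adjusted p = 0.657). Camera tests for a shift in 1 direction. With 5 genes higher and 4 lower it cannot decide whether the set changed.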

### Summary and Implications

Our findings show that deletion of the TG synthesis enzyme, DGAT1, promotes leanness and extends lifespan in female mice and therefore suggests a link between murine lipid metabolism and longevity. These results are consistent with a study linking lipid metabolism and longevity in *Caenorhabditis elegans*, where activation of lipid hydrolysis resulted in decreased fat mass and extended lifespan [30]. We presume that the effects of DGAT1 deficiency are the result of reduced TG and related lipid metabolites in tissues. However, notably, DGAT1 has several biochemical activities [6], and we therefore cannot exclude the possibility that changes in other DGAT1-associated pathways contribute to these effects.

We propose that DGAT1 deficiency, by increasing energy expenditure and maintaining leanness, activates a metabolic program favorable for extending lifespan without restricting calories. Although the details of this process remain unclear, both DGAT1 deficiency and CR alter parameters related to cholesterol metabolism and inflammation, two processes linked to atherosclerosis and cardiovascular disease. The phenotype of *Dgat1*^−/−^ mice is similar to that of mice lacking insulin receptors in WAT, which are also lean, have increased energy expenditure and food consumption and exhibit extended longevity [31, 32]. The physiological alterations in both of these models may limit the accumulation of body fat and protect from the adverse metabolic consequences of excessive fat storage. Our findings suggest that inhibition of DGAT1, or other strategies to promote leanness, may have the potential to retard age-related metabolic disease and prolong lifespan in humans.

## METHODS

### Mice

*Dgat1*^−/−^ mice (C57BL/6J background) were generated as described [8]. For weight and survival curve studies, mice were housed in a conventional room. For all other studies, mice were housed in a pathogen-free barrier-type facility (both with a 12-h light/12-h dark cycle). Female mice were used for all studies and were fed a standard chow diet (5053 PicoLab Diet; Purina, St. Louis, MO). For the short-term calorie restriction study, we compared three groups of 15-16-month-old mice: WT-calorie restricted (WTCR), WT-ad libitum (WTAL) and *Dgat1*^−/−^ -ad *libitum* (*Dgat1*^−/−^AL). Mice were individually housed and given free access to water. After a baseline assessment of average daily calorie consumption, WTCR mice were switched from ~106 kcal/d to 80 kcal/d of CR diet for 2 weeks, followed by 53 kcal/d for 2 weeks. For fecundity studies, timed matings were performed with young 8-12-week-old virgin female WT and *Dgat1*^−/−^ mice and proven male breeders. Because *Dgat1*^−/−^ mice do not lactate, embryos were harvested at day 18 of pregnancy, and the number of offspring was recorded.

### Body composition

Mice were fasted for 4 h and anesthetized, and their body compositions were analyzed by dual energy X-ray absorptiometry (DEXA) with a PixiMus2 scanner (GE Healthcare Lunar, Madison, WI).

### Energy balance

Food intake (powdered standard chow) and oxygen consumption (*V*O_2_) were measured simultaneously using the Comprehensive Lab Animal Monitoring System (Columbus Instruments, Columbus, OH). Animals were acclimated to the cages on day one, and data were recorded on days two and three. Both food intake and *V*O_2_ were normalized to lean body mass, as measured by DEXA scanning on the day before calorimetry studies.

### Lipid analyses

Tissue TG were analyzed as described [33]. Briefly, lipids were extracted from heart, skeletal muscle and liver homogenates in CHCl_3_:MeOH [2:1(v/v)]and separated by thin-layer chromatography with hexane:ethyl ether:acetic acid [80:20:1(v/v)]on silica gel G-60 TLC plates.

### Tissue inflammation

Total leukocytes and macrophages were assessed from pooled inguinal fat pads of 2 virgin female mice (4 pads per sample) fed a chow diet. Fat pads were minced with a razor blade, digested for 2 h at 37°C with 1 mg/ml type III collagenase (Worthington Biochemicals) and 100 U/ml DNase in DMEM/F12 containing 3% fatty acid-free BSA, and washed in BSA-containing medium. The cellular pellet was collected, incubated for 10 min at RT in ACK lysis buffer and washed again in staining buffer. Total leukocytes were counted at this point. To determine the proportion of macrophages in the isolated leukocyte population, cells were plated in 96-well V-bottom culture plates and incubated with rat anti-mouse CD16/CD32 (1:500 in staining buffer; BD Pharmingen, San Diego, CA) for 30 min at 4°C to block Fc receptors. Cells were then washed once with staining buffer, incubated for 30 min at 4°C with PE-conjugated F4/80 (BD), washed twice with staining buffer and fixed in 1% paraformaldehyde in PBS at 4°C until analysis with a FACS Calibur flow cytometer (BD Biosciences). Data were acquired with CellQuest software (BD Biosciences) and analyzed with FlowJo software (TreeStar, Mountain View, CA). F4/80 positive cells were separated into two populations, dim and bright. The F4/80 bright population is predicted to be the resident macrophages and the F4/80 dim population the recruited macrophages [34].

### Serum analytes

Serum insulin (Linco, St. Louis, MO) and IGF1 (Diagnostics Systems Laboratories, Inc. Webster, TX) and leptin (R&D Systems, Minneapolis, MN) levels were measure by ELISA according to the manufacturer's instructions.

### Mitochondrial content

Liver tissues were collected from 14 month old mice and mitochondrial content was measured. Briefly, the liver was homogenized in Tris buffer [50 mM Tris-HCl (pH 7.5) containing 10 mM EDTA, 250 mM sucrose, pH 7.5]. The homogenate was centrifuged at 1000*g* for 5 min at 4°C, thereby pelleting genomic DNA. The supernatant was then centrifuged at 10,000*g* for 30 min at 4°C to pellet the mitochondria. This pellet was resuspended in lysis buffer [10 mM Tris-HCl (pH 8.0), 20 mM EDTA, 0.5% Triton X-100)] and placed on ice for 20 min. Protein K (14 mg/ml) and RNase (10 mg/ml) were added to each sample and incubated overnight at 50°C. Mitochondrial DNA was then extracted using an equal volume of phenol/chloroform and 1/5 volume of 5 mM NaCl, and precipitated in an equal volume of isopropanol at −20°C overnight. After centrifugation at 12,000*g* at room temperature, the resulting pellet of mtDNA was washed with 70% ethanol and then dried. The pellet was resuspended in 10 mM Tris-HCl buffer, pH 8.0, containing 1 mM EDTA and 20 mg/ml RNase. Genomic DNA content did not differ among groups.

### Biochemical assays

Citrate synthase activity was measured by monitoring the conversion of acetyl-CoA and oxaloacetate to citrate, using the CoA thiol reaction with 5,5'-dithio-2-nitrobenzoate (DNTB) as described [35].

### Gene expression analyses

mRNA levels were quantified as described [33]. Oligonucleotide primers were designed using Primer Bank (Supplemental Table 2) [36]. For microarray studies, three mice per group at 15-16 months of age were sacrificed, and their livers were flash frozen. Total RNA was isolated from approximately 100 mg of homogenized liver and prepared for hybridization to Mouse Affymetrix Gene 1.0 ST arrays, according to the manufacturer's protocol. The gene expression data were deposited in the Gene Expression Omnibus database (GSE26267). Expression values were obtained using RMA [37] and associated non-adjusted t-test p-values with the limma R package [38]. Expression clustering was performed using HOPACH [39]. Pathway analysis and visualization were performed with the software GenMAPP-CS (http://www.genmapp.org/beta/genmappcs).

### Glucose tolerance

After an overnight fast, mice were injected intraperitoneally with glucose (2 g/kg body weight), and blood glucose was measured at 0, 15, 30, 60, and 120 min with a One-Touch UltraSmart glucose monitoring system (Lifescan, Milpitas, CA).

### Statistical analyses

Data are presented as mean ± SEM. Survival curves were analyzed using the Kaplan-Meier method. Means were compared with a Mann-Whitney rank-sum test or by analysis of variance followed by a Student Newman-Keuls multiple comparisons test. Weight curves were compared with a repeated measures ANOVA test followed by a Newman-Keuls test.

## SUPPLEMENTAL DATA

Supplemental Figure 1 Changes in bone mineral density, bone mineral content and leptin levels in middle-aged *Dgat1*^−/−^ mice (**A**) Bone mineral density and (**B**) bone mineral content are lower in middle-aged *Dgat1*^−/−^ versus WT mice. (**C**) Serum leptin levels are lower in middle-aged female mice [*p < 0.05 *vs.* wild-type (WT); n = 8–13]. “Young” and “Middle-aged” refer to ages 3–4 mo and 14–16 mo, respectively.

Supplemental Figure 2 Similar glucose tolerance and hepatic mitochondrial content in middle-aged WT and *Dgat1*^−/−^ mice (**A**) Blood glucose levels of middle-aged mice before and after an intraperitoneal injection of glucose (1 mg/g body weight). Mice were fed regular chow and fasted 5–6 hours before the test. (**B**) Mitochondrial (mt) DNA content and (**C**) citrate synthase (CS) activity, a marker of mitochondrial activity, from the livers of middle-aged mice (n=4 and 10, respectively).

Supplemental Figure 3 Validation of microarray anlaysis with qRT-PCR Differentially expressed genes in the livers of WTCR and *Dgat1*^−/−^ AL *vs.* WT ad libitum mice. Values are mean ± SEM of biological triplicates.

Supplemental Figure 4 Analysis of cholesterol biosynthesis pathway Cholesterol biosynthesis pathway-highlighted genes (WikiPathways: WP103, revision 41337) that are significantly down-regulated in WTCR (left) or KOAL (right) relative to WTAL based on pathway analysis from the program GenMAPP-CS.

## References

[R1] Weindruch R, Walford L (1998). The Retardation of Aging and 4Diseases by Dietary Restriction.

[R2] Piper M, Bartke A (2008). Diet and aging. Cell Metab.

[R3] Kennedy BK, Steffen K, Kaeberlein M (2007). Ruminations on dietary restriction and aging. Cell Mol Life Sci.

[R4] Koubova J, Guarente L (2003). How does calorie restriction work?. Genes Dev.

[R5] Anderson RM, Weindruch R (2010). Metabolic reprogramming, caloric restriction and aging. Trends Endocrinol Metab.

[R6] Yen C-LE, Monetti M, Burri BJ, Farese RV (2005). The triacylglycerol synthesis enzyme DGAT1 also catalyzes the synthesis of diacylglycerols, waxes, and retinyl esters. J Lipid Res.

[R7] Yen C, Stone S, Koliwad S, Harris C, Farese RV (2008). Thematic review series: glycerolipids. DGAT enzymes and triacylglycerol biosynthesis. J Lipid Res.

[R8] Smith SJ, Cases S, Jensen DR, Chen HC, Sande E, Tow B, Sanan DA, Raber J, Eckel RH, Farese RV (2000). Obesity resistance and multiple mechanisms of triglyceride synthesis in mice lacking DGAT. Nat Genet.

[R9] Chen HC, Ladha Z, Smith SJ, Farese RV (2003). Analysis of energy expenditure at different ambient temperatures in mice lacking DGAT1. Am J Physiol Endocrinol Metab.

[R10] Buhman KK, Smith SJ, Stone SJ, Repa JJ, Wong JS, Knapp FF, Burri BJ, Hamilton RL, Abumrad NA, Farese RV (2002). DGAT1 is not essential for intestinal triacylglycerol absorption or chylomicron synthesis. J Biol Chem.

[R11] CChen HC, Smith SJ, Ladha Z, Jensen DR, Ferreira LD, Pulawa LK, McGuire JG, Pitas RE, Eckel RH, Farese RV (2002). Increased insulin and leptin sensitivity in mice lacking acyl CoA:diacylglycerol acyltransferase 1. J Clin Invest.

[R12] Chen HC, Ladha Z, Farese RV (2002). Deficiency of acyl coenzyme a:diacylglycerol acyltransferase 1 increases leptin sensitivity in murine obesity models. Endocrinology.

[R13] Chen HC, Jensen DR, Myers HM, Eckel RH, Farese RV (2003). Obesity resistance and enhanced glucose metabolism in mice transplanted with white adipose tissue lacking acyl CoA:diacylglycerol acyltransferase 1. J Clin Invest.

[R14] Slawik M, Vidal-Puig AJ (2006). Lipotoxicity, overnutrition and energy metabolism in aging. Ageing Res Rev.

[R15] Unger RH (2005). Longevity, lipotoxicity and leptin: the adipocyte defense against feasting and famine. Biochimie.

[R16] Finch CE, Crimmins EM (2004). Inflammatory exposure and historical changes in human life-spans. Science.

[R17] Cases S, Zhou P, Shillingford JM, Wiseman BS, Fish JD, Angle CS, Hennighausen L, Werb Z, Farese RV (2004). Development of the mammary gland requires DGAT1 expression in stromal and epithelial tissues. Development.

[R18] Katic M, Kahn C (2005). The role of insulin and IGF-1 signaling in longevity. Cell Mol Life Sci.

[R19] Barger JL, Walford RL, Weindruch R (2003). The retardation of aging by caloric restriction: its significance in the transgenic era. Exp Gerontol.

[R20] Kenyon C (2005). The plasticity of aging: insights from long-lived mutants. Cell. Mol Life Sci.

[R21] Longo VD, Finch CE (2003). Evolutionary medicine: From dwarf model systems to healthy centenarians?. Science.

[R22] Mukhopadhyay A, Tissenbaum HA (2007). Reproduction and longevity: secrets revealed by C. elegans. Trends Cell Biol.

[R23] Chen Y (2010). Longevity and lifespan control in mammals: lessons from the mouse. Ageing Research Reviews.

[R24] Kirkwood T (1977). Evolution of ageing. Nature.

[R25] Bluher M (2008). Fat Tissue and Long Life. The European Journal of Obesity.

[R26] López-Lluch G, Hunt N, Jones B, Zhu M, Jamieson H, Hilmer S, Cascajo MV, Allard J, Ingram DK, Navas P, de Cabo R (2006). Calorie restriction induces mitochondrial biogenesis and bioenergetic efficiency. Proc Natl Acad Sci.

[R27] Selman C, Tullet JM, Wieser D, Irvine E, Lingard SJ, Choudhury AI, Claret M, Al-Qassab H, Carmignac D, Ramadani F, Woods A, Robinson IC, Schuster E, Batterham RL, Kozma SC, Thomas G, Carling D, Okkenhaug K, Thornton JM, Partridge L, Gems D, Withers DJ Ribosomal protein S6 kinase 1 signaling regulates mammalian life span. Science.

[R28] Boylston WH, Gerstner A, DeFord JH, Madsen M, Flurkey K, Harrison DE, Papaconstantinou J (2004). Altered cholesterologenic and lipogenic transcriptional profile in livers of aging Snell dwarf (Pit1dw/dwJ) mice. Aging Cell.

[R29] Chandak PG, Obrowsky S, Radovic B, Doddapattar P, Aflaki E, Kratzer A, Doshi LS, Povoden S, Ahammer H, Hoefler G, Levak-Frank S, Kratky D (2011). Lack of acyl-CoA:diacylglycerol acyltransferase 1 reduces intestinal cholesterol absorption and attenuates atherosclerosis in apolipoprotein E knockout mice. Biochim Biophys Acta.

[R30] Wang M, O'Rourke E, Ruvkun G (2008). Fat metabolism links germline stem cells and longevity in C. elegans. Science.

[R31] Blüher M, Kahn BB, Kahn CR (2003). Extended longevity in mice lacking the insulin receptor in adipose tissue. Science.

[R32] Katic M, Kennedy AR, Leykin I, Norris A, McGettrick A, Gesta S, Russell SJ, Bluher M, Maratos-Flier E, Kahn CR (2007). Mitochondrial gene expression and increased oxidative metabolism: role in increased lifespan of fat-specific insulin receptor knock-out mice. Aging Cell.

[R33] Levin MC, Levin MC, Monetti M, Watt MJ, Sajan MP, Stevens RD, Bain JR, Newgard CB, Farese RV, Farese RV (2007). Increased lipid accumulation and insulin resistance in transgenic mice expressing DGAT2 in glycolytic (type II) muscle. Am J Physiol Endocrinol Metab.

[R34] Peters W, Cyster JG, Mack M, Schlöndorff D, Wolf AJ, Ernst JD, Charo IF (2004). CCR2-dependent trafficking of F4/80dim macrophages and CD11cdim/intermediate dendritic cells is crucial for T cell recruitment to lungs infected with Mycobacterium tuberculosis. J Immunol.

[R35] Srere P (1969). Citrate Synthase. Methods Enzymol.

[R36] Wang X, Seed B (2003). A PCR primer bank for quantitative gene expression analysis. Nucleic Acids Res.

[R37] Irizarry R, Bolstad BM, Collin F, Cope LM, Hobbs B, Speed TP (2003). Summaries of Affymetrix GeneChip probe level data. Nucleic Acids Res.

[R38] Duboit S, Gentleman R, Quackenbush J (2003). Open source software for the analysis of microarray data. Bio Techniques.

[R39] Pollard K, van der Laan MJ (2002). A method to identify significant clusters in gene expression data. Proceedings of SCI 2001.

# Supplementary material for: Deficiency of the lipid synthesis enzyme, DGAT1, extends longevity in mice
**Source:** Aging (Albany NY). 2012 Jan 29;4(1):13–27. doi: 10.18632/aging.100424
**Supplement:** Supplementary file 5

**Supplemental Data**

**Deficiency of the lipid synthesis enzyme, DGAT1, extends longevity in mice**

Ryan S. Streeper1,3*, Carrie A. Grueter1*, Nathan Salomonis1,Sylvaine Cases1, Malin C. Levin1, Suneil K. Koliwad1,3,4, Ping Zhou1, Matthew D. Hirschey2, Eric Verdin2,4, and Robert V. Farese, Jr.1,3,4,5,

*These authors contributed equally.

This supplement contains:

Supplemental Figures 1-4

Supplemental Table 1

Supplemental Figure Legends

**
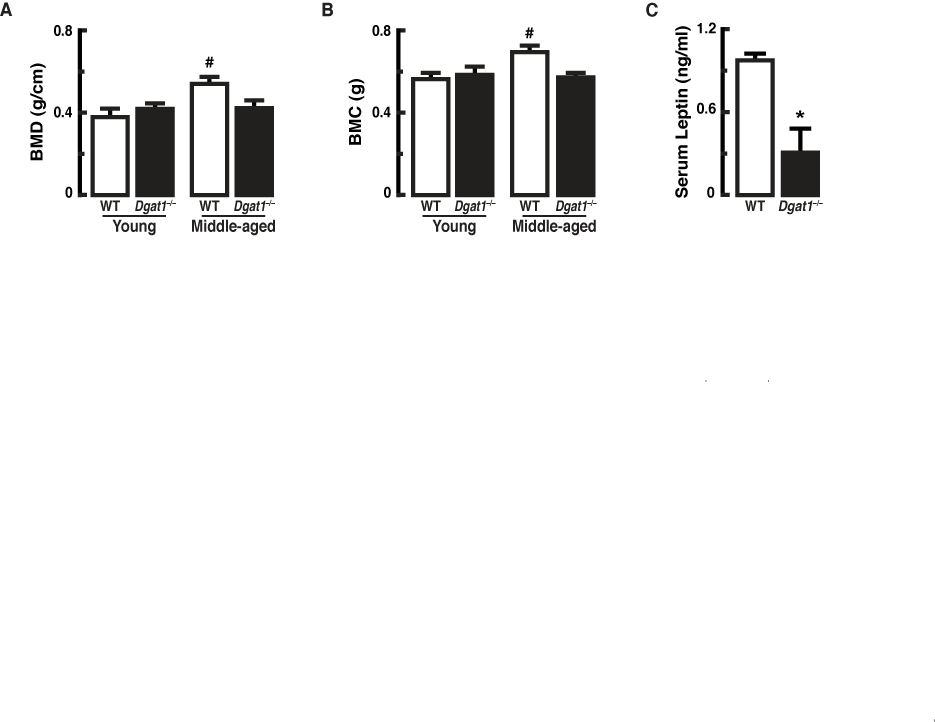
**

**Supplemental Figure 1. Changes in bone mineral density, bone mineral content and leptin levels in middle-aged *Dgat1****–/–* **mice.** (**A**) Bone mineral density and (**B**) bone mineral content are lower in middle-aged *Dgat1* versus WT mice. (**C**) Serum leptin levels are lower in middle-aged female mice [**p* < 0.05 *vs.* wild-type (WT); n = 8–13]. “Young” and “Middle-aged” refer to ages 3–4 mo and 14–16 mo, respectively.

**
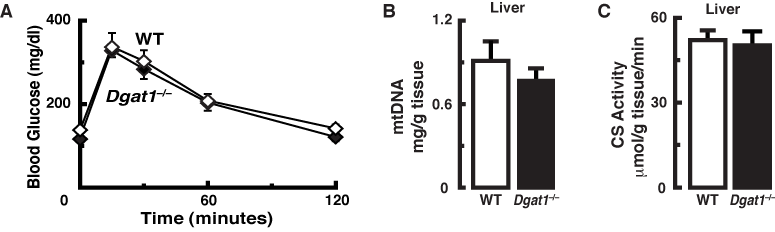
**

**Supplemental Figure 2. Similar glucose tolerance and hepatic mitochondrial content in middle-aged WT and *Dgat1****–/–* **mice.** (**A**)Blood glucose levelsof middle-aged micebefore andafter an intraperitoneal injection of glucose (1 mg/g body weight). Mice were fed regular chow and fasted 5–6 hours before the test. (**B**) Mitochondrial (mt) DNA content and (**C**) citrate synthase (CS) activity, a marker of mitochondrial activity, from the livers of middle-aged mice (n=4 and 10, respectively).

**
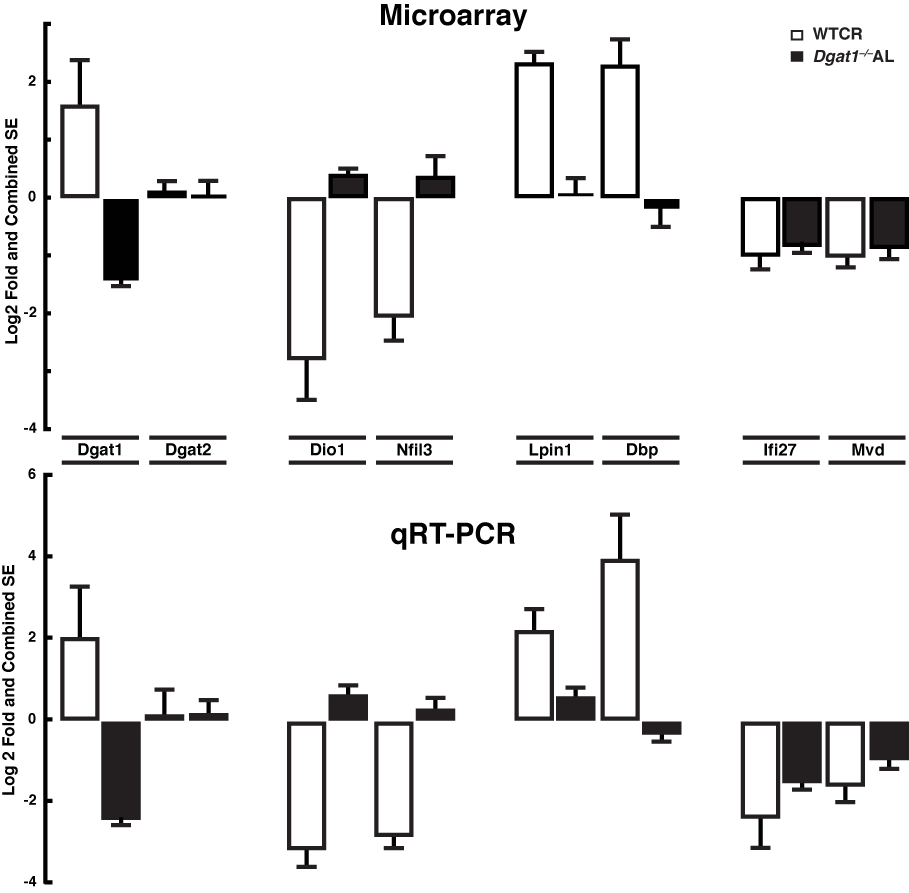
**

**Supplemental Figure 3. Validation of microarray anlaysis with qRT-PCR.** Differentially expressed genes in the livers of WTCR and *Dgat1–/–* AL *vs.* WT ad libitum mice. Values are mean ± SEM of biological triplicates.

**
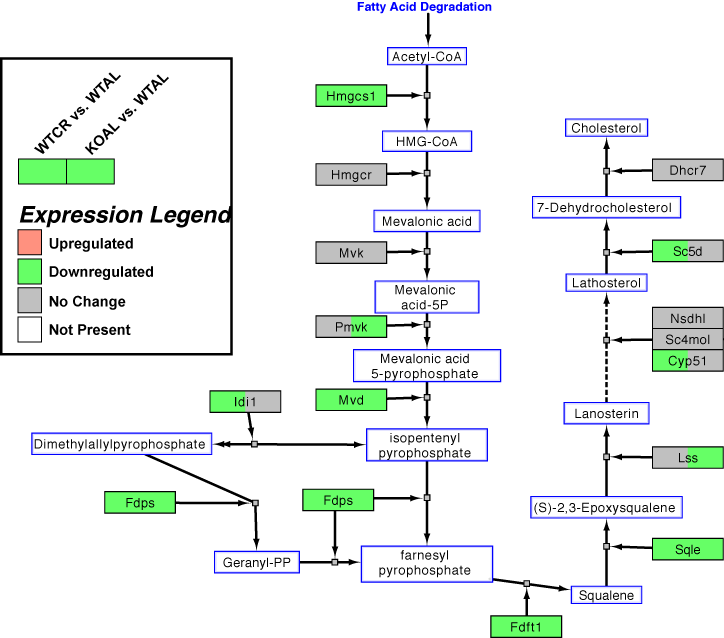
**

**Supplemental Figure 4. Analysis of cholesterol biosynthesis pathway.** Cholesterol biosynthesis pathway-highlighted genes (WikiPathways: WP103, revision 41337) that are significantly down-regulated in WTCR (left) or KOAL (right) relative to WTAL based on pathway analysis from the program GenMAPP-CS.

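The pathway leads from acetyl-CoA through mevalonate and squalene to cholesterol. Besides *Hmgcs1*, *Mvd*, *Fdps*, *Fdft1* and *Sqle*, 9 of its genes were measured. *Sc5d*, a sterol desaturase of the last steps, was lower in WTCR than in WTAL livers by a log2 fold change of -0.80 ± 0.19 (SE, n = 3 mice per group, adjusted p = 0.065 from limma), gave -0.04 ± 0.19 in *Dgat1*-/-AL, and was lower in WTCR than in *Dgat1*-/-AL directly (-0.76, adjusted p = 0.076). *Idi1*, the isopentenyl diphosphate isomerase, was lower in WTCR by -0.83 ± 0.24, and *Cyp51*, the lanosterol demethylase, by -0.45 ± 0.17; in *Dgat1*-/-AL these gave -0.40 ± 0.24 and -0.38 ± 0.17 and were not called. *Lss*, the lanosterol synthase, was lower in *Dgat1*-/-AL by -0.62 ± 0.24 and gave -0.02 ± 0.24 in WTCR, a direct difference of 0.60. *Pmvk*, the phosphomevalonate kinase, was lower in *Dgat1*-/-AL by -0.45 ± 0.14 and gave -0.34 ± 0.14 in WTCR. *Msmo1*, *Mvk*, *Nsdhl* and *Dhcr7* were called in neither group, with log2 fold changes from -0.42 to 0.03.

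No adjusted p in *Dgat1*-/-AL was under 0.97 among these 9. Leaving out 1 array ended the *Lss* call (WTAL replicate 1 or 3 or *Dgat1*-/-AL replicate 2 or 3; -0.84 to -0.43 over all 9) and its direct call (WTCR replicate 1 or 3 or *Dgat1*-/-AL replicate 2 or 3; 0.41 to 0.83), the *Pmvk* call (WTAL replicate 3 or *Dgat1*-/-AL replicate 1; -0.60 to -0.34) and the *Cyp51* call (WTAL replicate 1 or WTCR replicate 2; -0.55 to -0.30).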

**Supplemental Table 1.**

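Among the shared higher genes, *Etnppl*, which breaks down phosphoethanolamine, was higher by a log2 fold change of 0.96 ± 0.17 in WTCR and 0.83 ± 0.17 in *Dgat1*-/-AL livers (SE, n = 3 mice per group). *Trib3*, a pseudokinase induced by cellular stress, was higher by 0.87 ± 0.23 and 0.83 ± 0.23. *Acmsd*, an enzyme of tryptophan breakdown, was higher by 0.60 ± 0.22 and 1.10 ± 0.22, *Aadat*, which transaminates kynurenine, by 0.75 ± 0.19 and 0.47 ± 0.19, and *Cth*, which makes cysteine, by 0.39 ± 0.12 and 0.51 ± 0.12. *Cyp4a14*, a fatty acid hydroxylase, was higher by 1.38 ± 0.17 and 0.42 ± 0.17 and *Crybg1* by 1.03 ± 0.14 and 0.48 ± 0.14. Both were higher in WTCR than in *Dgat1*-/-AL when these were compared directly. Another *Crybg1* probe set gave 0.03 and 0.09 and was not called. Compared directly, *Acmsd* was lower in WTCR than in *Dgat1*-/-AL (-0.51), a call that ended in 7 of 9 fits that left out 1 array.

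The adjusted p from limma was 0.010 for *Cyp4a14*, 0.013 for *Crybg1* and 0.025 for *Etnppl* in WTCR, 0.077 to 0.23 for the other 4 there, and 0.96 to 0.97 for all 7 in *Dgat1*-/-AL. Leaving out 1 array ended the *Dgat1*-/-AL call of *Cyp4a14* (WTAL replicate 1 or 3, WTCR replicate 2 or 3 or *Dgat1*-/-AL replicate 1; 0.26 to 0.58 over all 9), of *Aadat* (WTAL replicate 1 or 3, the array labelled WTAL replicate 2 or *Dgat1*-/-AL replicate 1 or 3; 0.31 to 0.60) and of *Crybg1* (*Dgat1*-/-AL replicate 1; 0.33 to 0.60), and the WTCR calls of *Acmsd* and *Cth* (each WTAL replicate 3 or WTCR replicate 2; 0.38 to 0.74 and 0.28 to 0.49). All 119 entries of the table had their probe set in the values used here, the folds matched the paper's reported folds within 0.01, and 118 were called in both comparisons.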

**A. Genes commonly up-regulated in liver of short-term calorie restricted wild-type (WTCR) and ad libitum *Dgat1–/–*** (KOAL) middle-aged (15-16 mo) female mice.

| **ProbeSetID** | **GeneSymbol** | **fold.WTCR-WTAL** | **fold.KOAL-WTAL** | **rawP.WTCR-WTAL** | **rawP.KOAL-WTAL** |
| --- | --- | --- | --- | --- | --- |
| 10349431 | Acmsd | 1.51 | 2.15 | 2.4E-02 | 8.0E-04 |
| 10488608 | Trib3 | 1.83 | 1.78 | 4.8E-03 | 6.2E-03 |
| 10496077 | Agxt2l1 | 1.95 | 1.78 | 3.8E-04 | 1.0E-03 |
| 10593937 | Mpi | 1.52 | 1.47 | 9.5E-03 | 1.4E-02 |
| 10589099 | Ihpk2 | 1.72 | 1.44 | 8.8E-04 | 9.2E-03 |
| 10519607 | 4930420K17Rik | 1.42 | 1.43 | 2.2E-03 | 2.1E-03 |
| 10503023 | Cth | 1.31 | 1.43 | 9.8E-03 | 2.1E-03 |
| 10441359 | --- | 1.49 | 1.42 | 6.4E-03 | 1.3E-02 |
| 10368947 | Aim1 | 2.04 | 1.39 | 5.0E-05 | 7.6E-03 |
| 10571891 | Aadat | 1.69 | 1.39 | 3.3E-03 | 3.3E-02 |
| 10399430 | Ddx1 | 1.37 | 1.38 | 1.2E-02 | 1.2E-02 |
| 10464754 | Rhod | 1.96 | 1.37 | 7.6E-04 | 4.3E-02 |
| 10378568 | --- | 1.58 | 1.37 | 1.0E-03 | 9.4E-03 |
| 10434289 | --- | 1.55 | 1.36 | 1.2E-04 | 1.4E-03 |
| 10574641 | D230025D16Rik | 1.52 | 1.36 | 2.4E-03 | 1.4E-02 |
| 10585823 | LOC665268 | 1.36 | 1.35 | 3.0E-03 | 3.5E-03 |
| 10593671 | Dmxl2 | 1.75 | 1.34 | 7.0E-04 | 2.4E-02 |
| 10515187 | Cyp4a14 | 2.60 | 1.34 | 2.9E-05 | 4.0E-02 |
| 10409021 | Tpmt | 1.34 | 1.33 | 3.1E-03 | 3.4E-03 |
| 10357878 | Adora1 | 1.60 | 1.33 | 2.0E-03 | 2.9E-02 |
| 10354233 | Tgfbrap1 | 1.32 | 1.33 | 4.5E-02 | 4.1E-02 |
| 10581340 | Ranbp10 | 1.34 | 1.32 | 2.3E-02 | 3.0E-02 |
| 10398195 | Ccnk | 1.32 | 1.32 | 1.3E-02 | 1.3E-02 |
| 10593668 | Dmxl2 | 1.54 | 1.31 | 4.6E-03 | 4.0E-02 |
| 10410124 | Ctsl | 1.48 | 1.31 | 2.5E-03 | 1.7E-02 |
| 10475247 | Tmem62 | 1.35 | 1.31 | 2.7E-02 | 3.8E-02 |
| 10436200 | EG667802 | 1.44 | 1.31 | 1.3E-02 | 4.9E-02 |
| 10485622 | Qser1 | 1.34 | 1.31 | 6.3E-03 | 9.9E-03 |
| 10420216 | 2310014G06Rik | 1.60 | 1.31 | 1.3E-04 | 5.0E-03 |

**B. Genes commonly down-regulated in liver of short-term calorie restricted wild-type (WTCR) and ad libitum Dgat1-/- (KOAL) middle-aged (15-16 mo) female mice.**

**Supplementary** **Table 2.** Primers used for quantitative RT-PCR analysis.

| **Gene** | **Sequence** |
| --- | --- |
| *Dgat1* | F: 5'- GACGGCTACTGGGATCTGA -3'  R: 5'- TCACCACACACCAATTCAGG -3' |
| *Dgat2* | F: 5'- CGCAGCGAAAACAAGAATAA -3'  R: 5'- GAAGATGTCTTGGAGGGCTG -3' |
| *Dio1* | F: 5'- ccctggtgttgaactttggc -3'  R: 5'- tgaggaaatcggctgtgga -3' |
| *Nfil3* | F: 5'- CTTTCTTTTCCCCCTCACG -3'  R: 5'- CATCCATCAATGGGTCCTTC -3' |
| *Lpin1* | F: 5'- TTTTTGCATACAAAGGCAGC -3'  R: 5'- TTCACCGTCACAAACACCTG -3' |
| *Dpb* | F: 5'- cgcgcaggcttgacatcta -3'  R: 5'- tgaggaaatcggctgtgga-3' |
| *Ifi27* | F: 5'- GTTGGGAACACTGTTTGGCT -3'  R: 5'- CAATGCCTGTCCCAGTGAA -3' |
| *Mvd* | F: 5'- CGGTCAACATCGCAGTTATC - 3'  R: 5'- TCGTTTTTAGCTGGTCCTGG -3' |

How the deposited data were processed for this re-analysis (not part of the article)

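Liver RNA of 9 female mice aged 15 to 16 months was measured on Affymetrix Mouse Gene 1.0 ST arrays, 1 mouse per array, with 3 mice in each of the WTAL, WTCR and *Dgat1*-/-AL groups. WTCR mice had been restricted by 25% for 2 weeks and by 50% for the following 2 weeks. The deposited values are log2 signals, 1 per probe set and array, that the authors made with RMA, which corrects for background, quantile-normalizes the arrays and summarizes the probes of each probe set by median polish. The version of RMA is not given in the sources used here. The array medians lay between 5.80 and 5.84 on the log2 scale. The group of each array was taken from its label. The number of arrays limits the precision, and no depth applies to array signals.

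The table held 28815 probe sets, of which 21780 carried 1 gene symbol, 1605 several and 5430 none. Of those with 1 symbol, 21689 were found by gene identifier in the RefSeq annotation of GRCm38.p6, and these stood for 19936 genes. No probe set was filtered out, no signal was changed and no missing value was filled in. All fits were made with limma 3.58.1 in R 4.3.3, with 1 mean per group, 1 estimate of the spread over the 9 arrays and empirical Bayes moderation across probe sets. The 3 contrasts were WTCR minus WTAL, *Dgat1*-/-AL minus WTAL and WTCR minus *Dgat1*-/-AL. A probe set was called at a fold over 1.3 and an unadjusted p under 0.05, the rule that the legend of Figure 4 states, and the Benjamini-Hochberg adjusted p is printed beside it. Higher, lower, rose and fell refer to that rule. Errors of fold changes are standard errors from limma. Figures were drawn with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9.

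Before the data were examined, the comparisons, the alternatives, the gene lists and the rule for the genes to be named were fixed. The rule named each gene that the paper names for the liver arrays, the 10 highest and 10 lowest log2 fold changes of each contrast among called probe sets with 1 symbol whose groups did not overlap, up to 4 members with the smallest p of each gene list described and any that went the other way, and the 5 highest and 5 lowest mean changes among shared calls. The folds of Supplemental Table 1 had been seen by then, so tests of lists that hold its genes are not independent of that table. A gene with several probe sets is given by the one in that table or, failing that, by the one with the highest mean signal. Other genes named in the text were chosen after their values were seen.

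The 38 gene lists held 657 entries, of which 597 were measured. They covered lipid, glucose, amino acid and mitochondrial pathways, the clock, stress responses, immune responses and the markers of other cell types of the liver and of neighboring tissues. The cholesterol list and the genes marked in Figure 4B came from the paper. Each list was tested with camera, which compares a list with all other genes, at a preset correlation between genes of 0.01. The alternatives were an estimated correlation and fry, which tests a list against no change and so answers another question. Members not matched by symbol were not analysed here.

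The alternatives left out each of the 9 arrays in turn, fitted the compared groups alone, let the spread follow the signal, weighted the arrays, quantile-normalized again, centered each array on its median, removed probe sets below percentile 40 of the mean signal, kept 1 probe set per gene, added the replicate number as a block, replaced the pooled spread by that of each probe set alone as 1 reading of the paper's methods allows, and changed the thresholds to an adjusted p under 0.05, a fold over 1.5 or no fold limit. After the data were seen, a fit without the array labelled WTAL replicate 2 and without *Dgat1*-/-AL replicate 1 was added. Chance overlap of both comparisons was estimated from 100 draws in which residuals were reassigned among arrays. Every comparison was repeated for the 10 splits of 6 arrays into 3 and 3. Arrays of the same replicate number deviated together from their group means in WTCR and *Dgat1*-/-AL (r = 0.477, 0.252 and 0.211) but not in WTAL and either of these (-0.325 to 0.045), so the numbers were taken to pair the arrays in the direct comparison of WTCR and *Dgat1*-/-AL alone, a pairing that comes from the values and not from a stated litter, batch or day.

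The procedure was tested on simulated data, in which 50 probe sets at each of 4 folds were changed. Of those changed 1.3-fold, 26 were called in the WTCR comparison and 21 in the *Dgat1*-/-AL comparison, and of those changed 1.5-fold 49 and 41. Of 28615 probe sets left unchanged 378 and 341 were called.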

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

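The tests of explanations in this part were chosen after the results were seen, apart from the position of an array over all probe sets and the counts over other splits of the arrays, which were planned.

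A signal outside what the paper reports was the log2 *Dgat1* signal of 5.67 in the array labelled WTAL replicate 2, which lies among the *Dgat1*-/-AL arrays (5.39 to 6.14) and far from the other WTAL arrays (7.86 and 8.04). One candidate explanation is the liver of a *Dgat1*-/- mouse under a WTAL label, and another is a failed measurement of *Dgat1* on that array. If the mouse were *Dgat1*-/-, genes near *Dgat1* on its chromosome (RefSeq annotation of GRCm38.p6) might follow. Yet 6 such genes separated the *Dgat1*-/-AL arrays from the 5 other wild-type arrays, and 2 were nearer the *Dgat1*-/-AL mean, which is too few to decide. Among genes of all chromosomes that separated these arrays, 85 of 206 (41.3%) were nearer that mean. Over all other probe sets the array stood at 0.537 of the way from the other WTAL arrays to the *Dgat1*-/-AL arrays, above 0.5 and above WTAL replicates 1 (0.388) and 3 (0.427), as was set beforehand for a mislabelled array, but reassigned residuals with no difference gave a median of 0.559, so this measure does not decide either, and with 1 *Dgat1* probe set a failed measurement remains open as well. A swap within the study would need a *Dgat1*-/-AL array with high *Dgat1*, and none had it, while the quantitative RT-PCR of the paper, higher in WTCR and lower in *Dgat1*-/-AL, does not settle the label.

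Clock genes, which the paper does not discuss as a group, changed in WTCR: 10 of 16 were higher and 1 lower (adjusted p = 1.41e-07 from camera, but 0.0970 with an estimated correlation), with 0 called in *Dgat1*-/-AL, and *Cirbp*, a cold-inducible RNA-binding protein, rose by 1.74 ± 0.13 (SE, n = 3 mice per group, adjusted p = 0.0013) with *Rbm3*, another such protein, at 2.07 ± 0.23. Lower body temperature of the WTCR mice is a candidate explanation. The 4 cytosolic heat shock genes lower in WTCR (1 higher, of 14) go with it, *Hsph1* at -1.72 ± 0.10 and *Hsp90aa1* at -1.22 ± 0.24 among them. That list was also lower in *Dgat1*-/-AL by camera (adjusted p = 0.0034, 0.332 with an estimated correlation), with 0 members called at the probe set used for each gene. Another probe set of its member *Dnaja1* was called lower in both groups, at -0.86 in WTCR and -0.46 in *Dgat1*-/-AL. In *Dgat1*-/-AL *Cirbp* (0.17) and *Rbm3* (0.32) were not called. As a list the heat shock genes did not differ between the groups directly (adjusted p = 0.430 from camera). Of its members 3 were lower in WTCR than in *Dgat1*-/-AL directly and 0 higher: *Hsph1* (-1.41), *Hsp90aa1* (-1.09) and *Stip1* (-0.56). Another time of day or of feeding at tissue collection could change the 11 clock genes called as well and cannot be told apart from CR, since no times of collection entered the comparison. A longer fast in WTCR before tissue collection is not settled by 8 fasting-induced genes, of which 2 (*G6pc* and *Pdk4*) were lower and 3 (*Ppargc1a*, *Angptl4* and *Cyp4a14*) higher. The biological alternative, an effect of CR itself on these genes, was not tested apart from these.

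Of 20 acute phase genes 17 had their highest signal of all 9 arrays in *Dgat1*-/-AL replicate 1, the array that stood apart on the second principal component. Its probe sets deviated from the group mean with an SD of 0.336, against 0.185 to 0.241 in the other arrays. Poor RNA quality remains open, since the test made of it, the median deviation of small RNAs from other transcripts, hardly moved in any array (-0.021 in this one, -0.025 to 0.018 in the others) and decides nothing. An acute phase response of that mouse is consistent with the 17 genes, and is a hypothesis found and tested on the same arrays.

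Splitting the same arrays 3 against 3 in other ways gives 10 splits with the real one, too few for a share under 0.05. The real split of WTCR and WTAL arrays called 2322 probe sets and the highest other 466 (1 of the 10 splits reached the real count); for WTCR and *Dgat1*-/-AL these were 2475 and 1234 (1 split), and with the replicate number as a block the real split called 2480 and the 3 others that part the arrays of each number 252, 79 and 102. For *Dgat1*-/-AL and WTAL the real split called 353 and the highest other 1129, which set WTAL replicate 1 with *Dgat1*-/-AL replicates 2 and 3, and 4 of the 10 splits reached the real count. A split that calls several times the real count points to a structure of these 6 arrays other than genotype. Of the gene lists, 23 were shifted in WTCR (highest other 14, 1 split) and 14 in *Dgat1*-/-AL (highest other 9, 1 split) by camera at the preset correlation, against 0 and 0 with an estimated correlation.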

How the results depend on the processing

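All alternatives were set before the results were seen, except the fit without both the array labelled WTAL replicate 2 and *Dgat1*-/-AL replicate 1. The balance of the WTCR calls, 1224 higher and 1098 lower, turned under some alternatives: 991 and 1210 when quantile-normalized again, 1161 and 1191 without the array labelled WTAL replicate 2, 1229 and 1269 without WTCR replicate 1, 786 and 845 with 1 value per gene and 461 and 585 at a fold over 1.5. The cause of a changed value was not tested unless named. Fewer probe sets are counted by construction with 1 value per gene (786 higher in WTCR, 125 lower in *Dgat1*-/-AL) and with stricter limits: at an adjusted p under 0.05 there were 467 higher and 405 lower in WTCR, 0 and 0 in *Dgat1*-/-AL, 883 between WTCR and *Dgat1*-/-AL, and 0 higher and 0 lower in both (no ratio can be given), and at a fold over 1.5 these were 461, 585, 39, 80, 1068, 3 and 35. With no fold limit they were 2410, 1929, 561, 755, 4561, 170 and 244, at a ratio of 3.3. With the spread of each probe set alone, 1 reading of the paper's methods, *Dgat1*-/-AL had 56 higher and 113 lower, WTCR and *Dgat1*-/-AL differed at 1626, the ratio was 11.14, 10 were higher and 42 lower in both, and *Dgat1* was not called at 1.55 and -1.41. Adjusted, that test left 1 higher and 1 lower in WTCR, 0 and 0 in *Dgat1*-/-AL, 0 between them and 0 and 0 in both. Without both doubted arrays *Dgat1*-/-AL had 272 higher and 385 lower, the ratio was 4.06, and 58 were higher and 149 lower in both, of which 11 and 67 were among the 29 and 90. *Dgat1* in *Dgat1*-/-AL was -1.41 and not called when the WTCR arrays were left out.

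Over the fits that each left out 1 array, the counts in *Dgat1*-/-AL ran from 121 to 309 higher and from 195 to 368 lower, the ratio from 3.49 to 6.79, shared probe sets from 24 to 76 higher and from 69 to 163 lower, and the correlation of fold changes from 0.144 (without *Dgat1*-/-AL replicate 1) to 0.378 (without the array labelled WTAL replicate 2). *Dgat1* ran from 0.79 to 1.97 in WTCR and from -2.17 to -0.98 in *Dgat1*-/-AL, and the adjusted p of class II presentation in *Dgat1*-/-AL from 0.00124 to 0.245. With an estimated correlation 0 lists were shifted in WTCR and 0 in *Dgat1*-/-AL, and with fry 12 and 0. The adjusted p with an estimated correlation and with fry was 0.303 and 0.0844 for cholesterol in WTCR, and 0.423 and 0.428 in *Dgat1*-/-AL. For macrophages it was 0.366 and 0.146 in WTCR, and 0.445 and 0.503 in *Dgat1*-/-AL. In *Dgat1*-/-AL it was 0.445 and 0.503 for interferon-stimulated genes and for class II presentation, and 0.232 and 0.102 for B cells. In WTCR the estimated correlation gave 0.0888 for interferon, class II and B cells. These lists were called by fry, which tests against no change and not against other genes. The list of acute phase proteins in *Dgat1*-/-AL was reversed without both doubted arrays (adjusted p = 0.931, 4.72e-08 to 0.931 over its alternatives) and was not called without *Dgat1*-/-AL replicate 1 (0.595). Of other values under alternatives, 6304 of single genes kept direction and call, 495 lost the call, 14 gained it and 33 moved, and for lists these were 1060, 77, 50 and 66. With the replicate number as a block, 363 probe sets had an adjusted p under 0.05 in WTCR (872 without); 5 of 9 arrays correlated best with an array of their own number, and the numbers do not pair WTAL with other arrays. Between WTCR and *Dgat1*-/-AL, where they do, the block gave 2480 calls (2475 without) and called 17 interferon-stimulated genes (19 without). The block also ended the call of *Acmsd*, and changed no other call printed for that comparison, gene lists included. Signal over background limits dim probe sets, and removing them left 2126 of the 2322 and 287 of the 353 calls.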

Differences from the paper's values

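A count or fold was taken to differ when 1 value was over 1.5 times the other, for *Dgat1* also beyond the standard error, and a log2 fold change or a fold of Supplemental Table 1 when its sign or more than the standard error (at least 0.1 for bars read by eye) separated it from the paper's. Of 49 values compared, 24 from Supplemental Table 1, 22 read from figures and 3 from the text, 1 differed: *Lpin1* in *Dgat1*-/-AL was -0.05 here and the paper's bar is about 0.05 in Supplemental Fig. 3, read by eye. The difference was absent without WTAL replicate 3 (0.1), *Dgat1*-/-AL replicate 2 (0.05) or *Dgat1*-/-AL replicate 3 (0.03) and present under every other alternative. Of 910 comparisons under the alternatives 103 differed. The 24 values of Supplemental Table 1 come from these same arrays, so their match is not independent evidence. Supplemental Fig. 3, with the *Lpin1* bar, is a check of the arrays by quantitative RT-PCR, so its bars may be another measurement. The ratio of changed probe sets was 6.58, beside the approximate ratio that the paper gives in its text. *Dgat1* in WTCR was 2.92-fold higher, beside the somewhat smaller increase that the paper gives in its text and within 1.5 times of it, and 1.73-fold higher without the array labelled WTAL replicate 2. Of the 119 entries of Supplemental Table 1, *Uba6* lay at the fold limit and was not called here, and 1 probe set without a gene symbol was called here and is not listed. The paper names *Fabp5*, *Igj* and *Cxcl13* as the transcripts reduced most; among shared calls with a symbol these had the lowest mean changes here too, together with *Vaultrc5*.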

Other observations

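The tests of gene lists in this part were planned, and no test was chosen after the results were seen. The folds of Supplemental Table 1, which come from these arrays, had been seen when the lists were fixed. Lists with genes of that table, such as tryptophan breakdown with *Acmsd* and *Aadat*, are therefore not independent evidence. Of 43 genes of oxidative phosphorylation 19 were higher (median log2 fold change 0.35, adjusted p = 3.15e-16 from camera, adjusted p = 0.0888 with an estimated correlation), and 26 when adjusted over the list alone against 11 over all genes. *Cyc1*, which encodes cytochrome c1, was higher by 0.62 ± 0.07 (SE, n = 3 mice per group) and *Sdhd* of succinate dehydrogenase by 0.57 ± 0.08, and 11 of the 43 were higher in WTCR than in *Dgat1*-/-AL directly. Of 11 genes of gluconeogenesis 4 were higher and 1 lower (4.37e-05, 0.145 with an estimated correlation), *Gpt* by 1.05 ± 0.12 and *Slc37a4*, the glucose 6-phosphate transporter, by 1.43 ± 0.22. Of 23 genes of fatty acid oxidation 4 were higher (1.62e-05, 0.303 with an estimated correlation). The lists that follow are given with the adjusted p from camera and then the adjusted p with an estimated correlation, which no list passed. Of 13 regulators of mitochondrial biogenesis 3 were higher (0.000459, 0.0970), of 12 genes of sirtuins and NAD 2 (0.0149, 0.349), of 17 glutathione and NRF2 genes 8 (0.000359, 0.358; *Gstp1* 1.05 ± 0.16), of 15 drug-metabolizing P450 genes 8 (1.11e-05, 0.0888; *Cyp3a25* 0.75 ± 0.07), of 18 genes of ribosome biogenesis 6 (0.000476, 0.0970), of 18 of autophagy 4 with 1 lower (0.0147, 0.382), of 17 of the urea cycle and amino acid breakdown 4 with 1 lower (0.00847, 0.412) and of 16 clock genes 10 with 1 lower (1.41e-07, 0.0970; *Tef* 1.27 ± 0.15, *Per3* 1.28 ± 0.24).

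Of 15 genes of growth hormone and IGF-1 signaling 5 were lower and 1 higher in WTCR livers (adjusted p = 0.0146, 0.366 with an estimated correlation; 8 of the 15 values were negative, with a median of -0.085). The lower ones included the growth hormone receptor *Ghr* (-0.98 ± 0.19), *Igfbp3* (-0.71 ± 0.11) and *Igf1* (-0.43 ± 0.15, a call that ended without WTAL replicate 1 or WTCR replicate 3, at -0.54 to -0.31 over all 9 arrays), which gave -0.08 ± 0.15 in *Dgat1*-/-AL; of these the paper reports IGF-1, in serum of *Dgat1*-/- mice. Of 18 ER chaperone genes 8 were lower and 1 higher (0.00029, 0.366), *Hspa5* by -0.64 ± 0.11 while *Herpud1*, of protein degradation at the ER, rose by 1.53 ± 0.21. Of 17 genes of complement made in liver 7 were lower (0.000181, 0.330), *C9* by -1.66 ± 0.28, and of 14 cytosolic heat shock genes 4 (0.00885, 0.145). Among cell type markers in WTCR, 2 of 17 of T and NK cells (0.000476, 0.145), 1 of 14 of sinusoidal endothelium (0.00166, 0.392) and 4 of 16 of stellate cells (0.0283, 0.145) were lower. In *Dgat1*-/-AL livers 4 endothelial markers were higher and 2 lower (0.000118, 0.509), with *Stab2* at 0.65 ± 0.21, *Ptprb* at 0.71 ± 0.14 and *Lyve1* at -0.64 ± 0.15. Of the 14, 9 were lower in WTCR than in *Dgat1*-/-AL directly and 1, *Lyve1* (0.75), was higher. Of 20 acute phase genes 4 were higher in *Dgat1*-/-AL (0.000724, 0.557), but the test was not passed without *Dgat1*-/-AL replicate 1 (0.595), and the 4 calls fell to 0 without the array labelled WTAL replicate 2. Other lists past the camera test in *Dgat1*-/-AL were tryptophan breakdown, 2 higher of 10 (0.0197, 0.445), and urea cycle and amino acid breakdown, 2 higher of 17 (0.0034, 0.546). Gluconeogenesis (0.0310, 0.509), glutathione and NRF2 (9.02e-05, 0.445) and P450 genes (0.000274, 0.232) were higher there as lists. Heat shock (0.0034, 0.332) and T and NK cells (0.00694, 0.445) were lower. Each of these lists had 0 members called in *Dgat1*-/-AL at the probe set used for each gene, tryptophan breakdown and urea cycle apart. Leaving out 1 array moved counts in WTCR to between 2 and 6 for fatty acid oxidation, 4 and 7 for gluconeogenesis, 4 and 7 for P450 genes, 2 and 6 for ribosome biogenesis, 2 and 6 for the urea cycle, 1 and 2 for sirtuins and NAD, 1 and 3 for clock genes (lower) and 1 and 9 for endothelium (lower), and in *Dgat1*-/-AL to between 0 and 8 for acute phase genes, 1 and 4 for tryptophan breakdown and 1 and 3 for the urea cycle; the 11 direct calls of oxidative phosphorylation ran from 10 to 18. The directions against WTAL are drawn in part from the array labelled WTAL replicate 2, whose *Dgat1* signal goes against its label.

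The remaining lists did not pass the camera test. In WTCR these were other sterol-regulated genes (1 of 8 higher, adjusted p = 0.145), de novo lipogenesis (5 of 15 lower, 0.0504), triglyceride synthesis and storage (6 of 25 higher and 2 lower, 0.0753), PPAR alpha targets (6 of 16 higher and 3 lower, 0.538), bile acid synthesis (3 of 13 higher and 3 lower, 0.768), tryptophan breakdown (2 of 10 higher, 0.892, with a median of -0.06 and a mean of 0.09), ATF4 targets (2 of 18 higher, 0.0843), cell cycle (1 of 19 higher and 2 lower, 0.187), acute phase (4 of 20 lower, 0.0533), neutrophils and monocytes (1 of 13 lower, 0.241), cholangiocytes (1 of 7 lower, 0.175), erythroid cells (0 of 4, 0.707), pancreatic acinar cells (0 of 12, 0.655) and adipocytes (1 of 8 higher and 1 lower, 0.977, with a median of 0.02 and a mean of -0.12). In *Dgat1*-/-AL they were other sterol-regulated genes (1 lower, 0.107), de novo lipogenesis (1 lower, 0.249), triglyceride synthesis (2 higher and 2 lower, 0.954), fatty acid oxidation (0.784), PPAR alpha targets (1 higher, 0.788), bile acid synthesis (1 lower, 0.318), oxidative phosphorylation (0.0572), mitochondrial biogenesis (0.968), sirtuins and NAD (0.736), IGF-1 (1 higher, 0.910), clock (0.606), ATF4 targets (1 higher, 0.318), ER chaperones (0.788), autophagy (1 higher, 0.152), ribosome biogenesis (1 lower, 0.0720), cell cycle (1 lower, 0.0720), complement (0.0906), neutrophils (0.318), stellate cells (1 lower, 0.718), cholangiocytes (0.954), erythroid cells (0.736), acinar cells (0.788) and adipocytes (0.954). Without single arrays, counts of these lists moved in WTCR to between 1 and 5 for de novo lipogenesis, 1 and 3 for PPAR alpha targets (lower), 0 and 4 for bile acid synthesis (higher), 1 and 3 for tryptophan breakdown, 1 and 2 for the cell cycle (lower) and 0 and 6 for acute phase genes, and in *Dgat1*-/-AL to between 0 and 2 (higher) and 1 and 2 (lower) for triglyceride synthesis, and counts of 0 or 1 to at most 3. Groups did not overlap at 19.6% of probe sets between WTCR and WTAL, 7.0% between *Dgat1*-/-AL and WTAL and 16.1% between WTCR and *Dgat1*-/-AL, where chance gives 10%.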
